# Single-cell RNA sequencing reveals evolution of immune landscape during glioblastoma progression

**DOI:** 10.1038/s41590-022-01215-0

**Published:** 2022-05-27

**Authors:** Alan T. Yeo, Shruti Rawal, Bethany Delcuze, Anthos Christofides, Agata Atayde, Laura Strauss, Leonora Balaj, Vaughn A. Rogers, Erik J. Uhlmann, Hemant Varma, Bob S. Carter, Vassiliki A. Boussiotis, Al Charest

**Keywords:** Tumour immunology, Cancer immunotherapy, Tumour immunology

## Abstract

Glioblastoma (GBM) is an incurable primary malignant brain cancer hallmarked with a substantial protumorigenic immune component. Knowledge of the GBM immune microenvironment during tumor evolution and standard of care treatments is limited. Using single-cell transcriptomics and flow cytometry, we unveiled large-scale comprehensive longitudinal changes in immune cell composition throughout tumor progression in an epidermal growth factor receptor-driven genetic mouse GBM model. We identified subsets of proinflammatory microglia in developing GBMs and anti-inflammatory macrophages and protumorigenic myeloid-derived suppressors cells in end-stage tumors, an evolution that parallels breakdown of the blood–brain barrier and extensive growth of epidermal growth factor receptor^+^ GBM cells. A similar relationship was found between microglia and macrophages in patient biopsies of low-grade glioma and GBM. Temozolomide decreased the accumulation of myeloid-derived suppressor cells, whereas concomitant temozolomide irradiation increased intratumoral GranzymeB^+^ CD8^+^T cells but also increased CD4^+^ regulatory T cells. These results provide a comprehensive and unbiased immune cellular landscape and its evolutionary changes during GBM progression.

## Abstract (web summary)

Single-cell RNAseq during initiation and progression of mouse glioblastoma reveals a dynamic immune microenvironment transitioning from pro-inflammatory microglia in early tumors towards an infiltrating macrophage and suppressor cell-centric immune landscape in late-stage tumors.

## Main

GBM—an incurable primary malignant brain cancer—has heightened genomic and cellular heterogeneity, a 14-month median survival and absence of an effective treatment. IDH1 wild-type (WT) GBMs are classified into transcriptomic subtypes (classical, proneural and mesenchymal), with defining genetic mutations^1^. Classical GBMs are characterized by epidermal growth factor receptor (EGFR) amplification and mutations often associated with losses of *CDKN2A* and *PTEN* tumor suppressor genes^1^. Building on this clinical information, we genetically engineered mice to faithfully mimic these genomic events and modeled classical GBMs^2–5^, to study GBM development in an immune competent context. GBMs are heavily (>30% of cellular mass) infiltrated by immune cells^6^. Cataloging this diversity using single-cell RNA-sequencing (scRNA-seq) is an ongoing process^7^, and a full representation of the immune composition during GBM initiation, progression and standard of care (SOC) (ionizing radiation (IR) and temozolomide (TMZ)) treatments remains absent.

Interpatient and intratumoral heterogeneity poses a formidable challenge to the successful development of targeted and immunotherapeutic approaches for the treatment of GBM. An in-depth understanding of the interactions between GBM cells and their immune microenvironment is therefore critical and such knowledge is currently lacking. Here, we performed droplet-based scRNA-seq to study the immune and the nonimmune composition of mouse GBMs at single-cell resolution, and performed longitudinal analyses of populations during initiation and progression. We investigated the effects of SOC on the immune composition of GBM in mice by flow cytometry. We observed drastic changes in the innate immunity population during progression from proinflammatory microglia early during GBM development to high infiltration of immunosuppressive macrophages and neutrophils in end-stage GBMs. We validated the clinical relevance of these distinct immunological profiles by analyzing specimens collected from patients with low-grade glioma and GBM. In both patient samples and our mouse GBM model, dynamics of tumor cells growth coincided with infiltration of immunosuppressive cells. In addition, we identified populations of myeloid- and lymphoid-derived cells that are present only in GBM. Together, our results establish a road map of events that leads to the establishment of the immunosuppressive characteristics of GBMs and offer an in-depth, unbiased resource for studies designed toward therapeutic interventions for GBM.

## Results

### scRNA-seq identifies tumor, stromal and immune cells in GBM

To determine cellular interactions during GBM progression, we leveraged our de novo GBM mouse model^2–4^ wherein tumors are initiated in situ from conditional (Cre/Lox) overexpression of human *EGFR* combined with loss of *Cdkn2a* and *Pten*. A conditional luciferase reporter gene^8^ was used for monitoring GBM growth by bioluminescent imaging (BLI). Stereotactic intracranial injections of a Cre lentivirus initiated GBMs and progression was monitored by BLI, and corresponded to tumor volume (Fig. 1a,b). Along with tumor-free normal brains as controls, GBMs were harvested for scRNA-seq at two stages of growth (Early <10^8^ BLI and Late >10^8^ BLI) (Extended Data Fig. 1a and Supplementary Table 1). CD45^−^ tumor/nonimmune cells and CD45^+^ immune cells were sorted by flow cytometry and subjected to scRNA-seq (Extended Data Fig. 1b). Uniform manifold approximation and projection (UMAP) dimension reduction was performed on 27,633 CD45^–^ cells and 36,304 CD45^+^ cells, resulting in 17 and 20 clusters from the CD45^–^ and CD45^+^ samples, respectively (Fig. 1c and Supplementary Table 2). Expression of *Ptprc* (Cd45) is exclusively restricted to the CD45^+^ sorted samples (Fig. 1d). *EGFR* and *iCre* clusters were identified as tumor cells (Fig. 1e) and related more to human scRNA-seq categories defined by Johnson-Verhaak^9^ than those defined by Neftel-Suvà^10^ (Extended Data Fig. 1c). We thus adopted the Johnson-Verhaak nomenclature to label *EGFR*^+^ tumor clusters (Fig. 1c,f) with cluster 22 proliferating stem-like cells displaying the most proliferating cells (Fig. 1f).

**Fig. 1:**
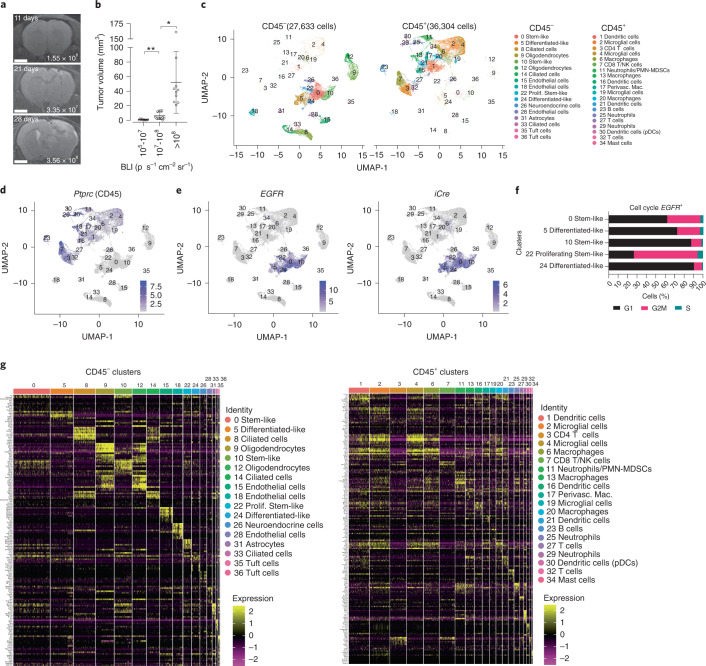
scRNA-seq identifies CD45^–^ and CD45^+^ cell populations in GBM. **a**, Representative MRIs of GBM development over time with associated BLI outputs. Scale bar, 2 mm. **b**, MRI–BLI, data are presented as mean values ± s.d. of biologically independent replicates, *P = 0.013, **P = 0.0045, unpaired *t* test, two-tailed, *n* = 10, 12 and 10 for BLI 10^5^–10^7^, 10^7^–10^8^ and >10^8^, respectively. **c**, UMAP of cell types clustered by single-cell transcriptional analysis of brain CD45^–^ (*n* = 27,633) and CD45^+^ (*n* = 36,304) cells isolated from normal and GBM mice. **d**,**e**, Expression of *Ptprc* (CD45) (**d**), human *EGFR* gene (*EGFR*) and *iCre* recombinase (**e**) transcripts overlaid on the CD45^–^ and CD45^+^ UMAP space. **f**, Percentage of cells expressing G1, G2M and S phase markers from the indicated *EGFR*^+^ GBM cell clusters. **g**, Hierarchical clustering of CD45^–^ and CD45^+^ cells grouped by top expression of genes. Source data

Top differentially expressed genes from each pooled population were identified (Fig. 1g). Cluster cell types were identified based on the expression of known marker genes (Extended Data Fig. 1d). Four clusters (1, 16, 21 and 30) of dendritic cells (DCs) were detected (Fig. 1c,g and Extended Data Fig. 1d). We identified cluster 16 as conventional DCs subset cDC1 (*Flt3*^+^*Irf8*^+^*Xcr1*^+^) and cluster 30 as plasmacytoid DCs (*Siglech*^+^, *Ccr9*^+^ and *Pacsin1*^+^) (Extended Data Fig. 1d) whereas the other two clusters express core dendritic cell markers (*Cd74* and *H2-Aa* (MHCII^hi^)). We detected four clusters of macrophages (6, 13, 17 and 20). We identified cluster 17 macrophages as brain-resident perivascular macrophages (*Cd163*^+^ *Mrc1*^+^)^11–13^ and cluster 13 as border-associated macrophages (BAM) that included signature genes *Lyz2*, *Ms4a7*, *Ms4a6c* and *Tgfbi*^14^ (Extended Data Fig. 1d). Four clusters of T cells/natural killer (NK) cells were observed. Cluster 3 are CD4 T cells (*Cd4*^+^), cluster 7 is composed of CD8 T cells (*Cd8*^+^) and NK cells (*Gzma*^+^) and clusters 3 and 32 contain regulatory T cells (Tregs, *Cd4*^+^ *Il2ra*^+^) (Extended Data Fig. 1d). Three clusters of microglia (*P2ry12*^+^ and *Tmem119*^+^) (2, 4 and 19) were identified and three clusters of neutrophils (11, 25 and 29) based on expression of *S100a8*, *S100a9* and *Ly6g* were observed (Extended Data Fig. 1d). One cluster each of B cells (cluster 23, *Cd79a*^+^, *Igkc*+) and mast cells (cluster 34, *Cpa3*^+^) were identified.

### Regionalization of transcriptionally distinct *EGFR*^+^ cells

To define the underpinnings of the distribution of *EGFR*^+^ tumor cells into five transcriptionally distinct clusters, we determined the number and area of EGFR^+^ cells and showed a progression from multiple EGFR^+^ single-cell to small independent clusters to a single observable mass over time (Fig. 2a and Extended Data Fig. 2a). This oligoclonality in early- and mid-lesions is not unequivocal evidence that late-stage tumors are composed of independently arising clones. Lineage tracing using the multifluorophore Cre-reporter allele R26R-*Confetti* strain^15^ performed on GBMs harvested 10 and >30 days postinjection demonstrated that all four fluorophores were present at comparable levels and distributed evenly with similarly variegated patterns of expression, suggesting multiple clones are in residence in early and end-stage tumors (Fig. 2b,c). This oligoclonal nature, however, is discordant to the scRNA-seq data that identified three transcriptionally distinct populations of tumor cells. In fact, deciphering the transcriptional trajectories of single tumor cells using Monocle3 pseudotime tracing^16^ suggest that cells in cluster 10 gives rise to cells composing clusters 0, 22 and 24, whereas cluster 5 cells represent an independent origin (Fig. 2d).

**Fig. 2:**
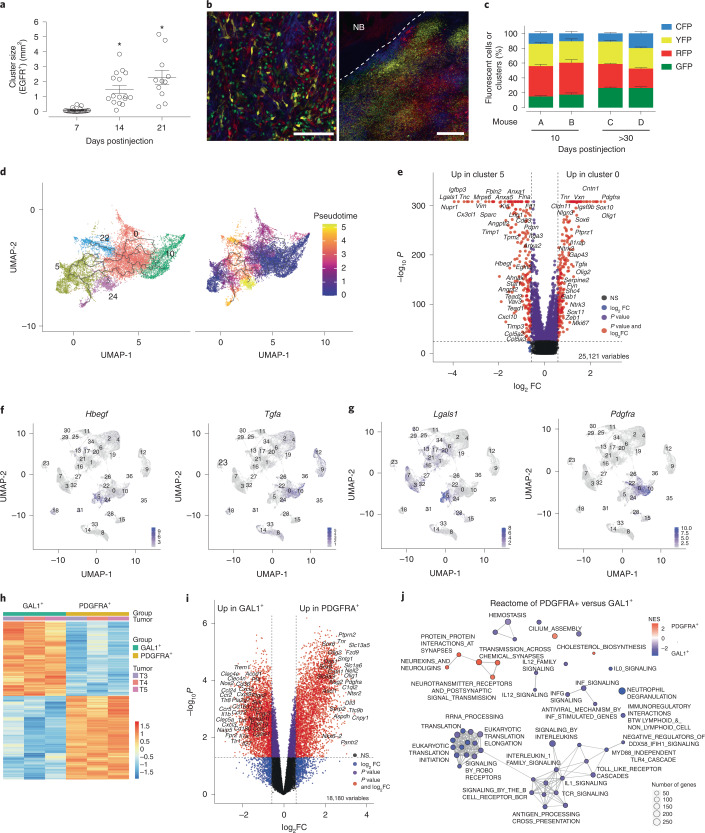
GBMs are composed of transcriptionally distinct populations of EGFR^+^ cancer cells. **a**, Area (in mm^2^) of EGFR^+^ cell clusters at 7, 14 and 21 days post Cre virus injection. Data are presented as mean ± s.e.m. of biologically independent tumors, *P < 0.0001, unpaired *t* test, two-tailed, *n* = 9 (three or four sections per tumor), 16 and 11 for 7, 14 and 21 days, respectively. **b**, Confetti sections of a > 30 days late-stage GBM. Scale bars, left panel 100 μm, right panel 500 μm. NB, normal brain. **c**, Fluorescent cells (A and B) or clusters (C and D) from biologically independent mice bearing early-stage (10 days) and late-stage (>30 days) post Cre virus injection. Data are presented as mean ± s.e.m. of *n* = 4–6 fields of view per section and *n* = 4–5 sections per biologically independent tumors were quantified. **d**, Monocle3 trajectory inference on *EGFR*^+^ clusters. **e**, DEGs between *EGFR*^+^ clusters 0 and 5. NS, not significant. **f**, Expression of EGFR ligands *Hbegf* and *Tgfa* overlaid on UMAPs. **g**, Expression of *Lgals1* (GAL1) and *Pdgfra* overlaid on UMAPs. **h**,**i**, Heat map (**h**) and volcano plot (**i**) of DEGs from bulk RNAseq of hsEGFR^+^PDGFRA^+^ and hsEGFR^+^GAL1^+^ flow-sorted cells. **j**, Reactome analysis of upregulated genes in hsEGFR^+^PDGFRA^+^ and hsEGFR^+^GAL1^+^ cell populations. Source data

To better understand the molecular basis driving the separation of stem-like (clusters 0 and 10) from differentiated-like cells (clusters 5 and 24), we identified differentially expressed genes (DEGs) (Fig. 2e). Gene ontology (GO) pathway analysis pointed to significantly upregulated pathways pertaining to responses to INFα/β/γ, cell migration and angiogenesis in cluster 5 and oligodendrocyte differentiation, myelination and cell adhesion in cluster 0 (Extended Data Fig. 2b). The high proliferative index of cells in cluster 22 (Fig. 1g) is represented by spindle organization, mitotic cytokinesis, chromosome segregation and cell division (Extended Data Fig. 2c). Surprisingly, the mode of EGFR signaling of clusters 0/10 and 5/24 appears to be distinct. Cells from clusters 0/10 have increased expression of *Tgfα* while those from clusters 5/24 have increased expression of *Hbegf* (Fig. 2e,f)—two EGFR ligands that exert differential signaling in cancer models^17–19^. Other EGFR ligands were detected in neuroendocrine cells (*Egf* and *Btc*), microglia (*Btc*) and CD4^+^ T cells (*Areg*) (Extended Data Fig. 2d).

The genes most differentially expressed in cells from clusters 0/10 and 5 are *Pdgfra* and *Lgals1* (Gal1), respectively (Fig. 2e,g and Extended Data Fig. 2e). To better define signaling differences downstream of EGFR in these two populations, CD45^−^EGFR^+^ PDGFRA^+^ and CD45^−^EGFR^+^ GAL1^+^ cells were flow sorted from end-stage GBMs and their transcriptome resolved by bulk RNAseq (Fig. 2h and Extended Data Fig. 2f–h). 

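The bulk RNAseq data cover 12 libraries, from 4 populations of EGFR+ cells (PDGFRA+, PDGFRA-, GAL1+ and GAL1-) sorted from each of 3 tumors, T3, T4 and T5. The mouse GBMs overexpress human EGFR. The authors deposited log2 CPM, made by voom from read counts normalized by TMM, for 18180 genes. Reads per library were recovered from the lowest value in each library, which is a count of 0 with voom's offset of 0.5. They ranged from 10768492 to 18522549 in PDGFRA+ cells, from 9851175 to 16516049 in PDGFRA- cells, from 13788453 to 17486645 in GAL1+ cells and from 21728280 to 24117541 in GAL1- cells. A count of 3 reads, taken as the floor, lies at a log2 CPM between −2.99 and −1.44 depending on the library, and this floor covers counting error only. Differences between populations were estimated with limma on the deposited values, with the tumor as a block, and are given as log2 fold changes with Benjamini-Hochberg adjusted p-values over all genes. After each population's mean was subtracted, profiles of 2 libraries from the same tumor had a mean Pearson correlation across genes of 0.486 (18 pairs, from 0.140 to 0.662); genes are not independent replicates. *Pdgfra* had a log2 CPM of 10.30 ± 0.45 (SD, n = 3 tumors) in PDGFRA+ cells, 8.70 ± 1.38 in PDGFRA- cells, 7.58 ± 1.20 in GAL1+ cells and 10.55 ± 0.24 in GAL1- cells. Its log2 fold change of PDGFRA+ over PDGFRA- cells was 1.60 (standard error 0.41, adjusted p = 0.249), higher in 3 of 3 tumors, and the adjusted p was 0.977 without the tumor block. Leaving out T5 moved this fold change most, to 1.10. PDGFRA+ cells exceeded GAL1+ cells in *Pdgfra* by a log2 fold change of 2.72 (standard error 0.41, adjusted p = 0.00199; 0.0223 without the block). *Lgals1*, the gene of Galectin-1, was at 7.66 ± 0.27 in GAL1+ cells, 6.38 ± 0.39 in GAL1- cells, 6.84 ± 0.42 in PDGFRA+ cells and 7.10 ± 0.21 in PDGFRA- cells. The log2 fold change of *Lgals1* was 1.29 in GAL1+ over GAL1- cells (standard error 0.22, adjusted p = 0.000967; 0.00220 without the block). In PDGFRA+ over GAL1+ cells it was −0.83 (adjusted p = 0.0186; 0.0461 without the block), and it did not pass the threshold of 0.05 after quantile normalization (adjusted p = 0.0602) or with T3 or T4 left out (adjusted p = 0.175 and 0.0863). *Ptprc*, which encodes CD45, was at 6.92 ± 0.70 in PDGFRA+ cells, 7.46 ± 1.06 in PDGFRA- cells, 8.65 ± 0.40 in GAL1+ cells and 4.60 ± 0.79 in GAL1- cells.

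**Figure D1:**
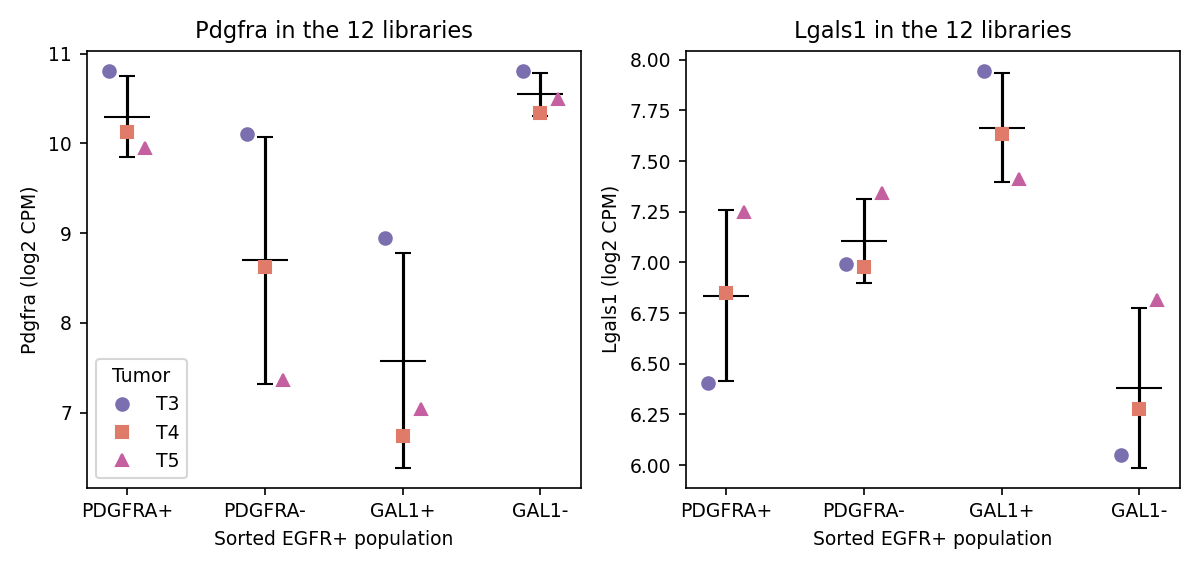
Log2 CPM (vertical axis) of *Pdgfra* and *Lgals1* in the 4 sorted populations (horizontal axis), with 1 point per tumor (T3, T4, T5) and the mean and SD of the 3 tumors as a bar with whiskers. *Pdgfra* is highest on average in GAL1- cells at 10.55 and lowest in GAL1+ cells at 7.58.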

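Between PDGFRA+ and PDGFRA- cells, limma's moderated test with the tumor block called 0 genes at an adjusted p under 0.05, with a smallest adjusted p of 0.181, while 2137 genes had an unadjusted p under 0.05 (1094 higher and 1043 lower in PDGFRA+ cells). Without the block the count was also 0, with 640 genes under the unadjusted threshold. The alternative that moved the count most was an unadjusted p under 0.05 with a fold change above 1.5, which called 1357 genes, 702 higher and 655 lower in PDGFRA+ cells. For *Ccl12*, *Csf3r*, *Cxcl3*, *Cxcl2*, *Ccl9*, *Ccl8*, *Ccl6*, *Ccl5*, *Ccl4*, *Cxcr2*, *Ccl3* and *Ccl24*, which the paper names for neutrophil chemotaxis in GAL1+ cells, the mean log2 fold change of PDGFRA+ over PDGFRA- cells was −0.51 (adjusted p = 0.0068 from limma's camera test; 0.0283 without the block). This mean was −0.83 in T3, 0.59 in T4 and −1.30 in T5. The paper named these genes from PDGFRA+ against GAL1+ cells. The contrasts with PDGFRA- and with GAL1- cells reuse those libraries, so their list p-values are not independent of that choice. Of these 12 genes, 9 were lower and 3 higher in PDGFRA+ cells, 4 had an unadjusted p under 0.05, 2 passed after adjustment over the list alone and 0 passed over all genes. *Ccl24* had a log2 fold change of −1.59 (standard error 0.42, adjusted p = 0.254) and *Cxcl2* of −1.23 (standard error 0.35, adjusted p = 0.264), each lower in PDGFRA+ cells of all 3 tumors. *Ccl12*, *Csf3r*, *Ccl9* and *Ccl6*, with log2 fold changes of 0.02, −0.14, −0.07 and 0.19, changed sign when T3, T4 or T5 was left out. The mean of the 12 genes was −0.36 with T3 left out (adjusted p = 0.105) and −0.12 with T5 left out (adjusted p = 0.528). It did not pass with an inter-gene correlation estimated from the data (adjusted p = 0.367) or in a self-contained rotation test (adjusted p = 0.309). Between GAL1+ and GAL1- cells, 10578 genes were called, 5254 higher and 5324 lower in GAL1+ cells, and 8392 without the block. All 12 chemotaxis genes were called and were higher in GAL1+ cells of each tumor, with a mean log2 fold change of 4.63 (adjusted p = 1.64e-07; 0.120 with the correlation estimated from the data), from 1.52 for *Cxcr2* to 7.99 for *Ccl8*. In GAL1- cells *Ccl8* had 3 to 6 reads and *Ccl24* 0 to 16 reads per library, each at or under the floor in 1 of 3 libraries. A list of 12 pan-leukocyte marker genes, *Ptprc* included, was higher in GAL1+ than in GAL1- cells by a mean log2 fold change of 4.38. Between PDGFRA- and GAL1+ cells, 3652 genes were called, 2395 higher and 1257 lower in PDGFRA- cells, and 725 without the block. Across genes, the log2 fold changes of PDGFRA+ over PDGFRA- cells and of GAL1+ over GAL1- cells had a Pearson correlation of −0.431 and a Spearman correlation of −0.530, and 70.9% of genes had opposite signs; genes are not independent replicates. With T5 left out the Pearson correlation was −0.106.

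**Figure D2:**
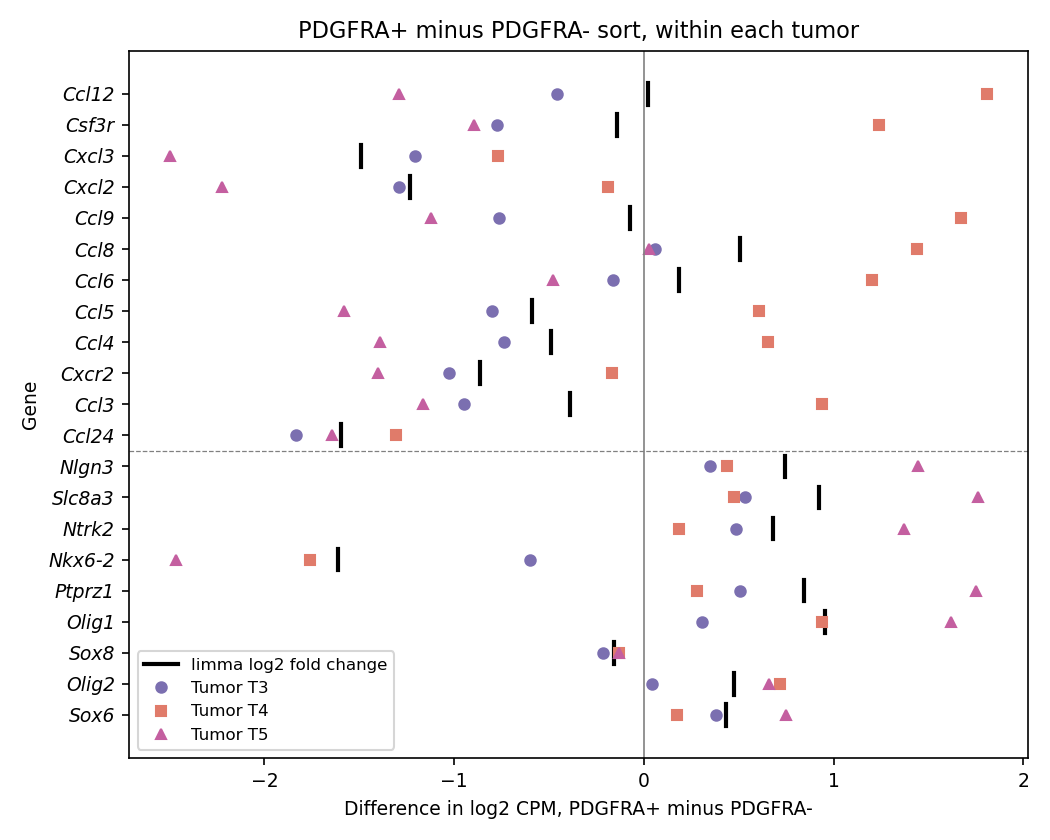
Difference in log2 CPM between PDGFRA+ and PDGFRA- cells of the same tumor (horizontal axis) for the 12 chemotaxis genes, above the dashed line, and 9 genes the paper names for oligodendrocyte differentiation, below it (vertical axis). Points are tumors T3, T4 and T5 and black bars the limma log2 fold change, which runs from −1.59 for *Ccl24* to 0.51 for *Ccl8* in the chemotaxis genes.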

GO analysis of DEGs revealed that PDGFRA^–^ cells are enriched in genes important for neutrophil chemotaxis, inflammatory and immune response (Extended Data Fig. 3a,b) similar to GAL1^+^ cells (Extended Data Fig. 3c,d). 

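Between PDGFRA+ and GAL1+ cells, 6900 genes passed an adjusted p under 0.05 with the tumor block, 3803 higher and 3097 lower in PDGFRA+ cells, and 3154 passed without the block. Of the 6900 genes, 6896 differed in the same direction in all 3 tumors, and 8757 genes had an unadjusted p under 0.05. Leaving out T3, the alternative that moved the count most, gave 2110 genes. *Ccl12*, *Csf3r*, *Cxcl3*, *Cxcl2*, *Ccl9*, *Ccl8*, *Ccl6*, *Ccl5*, *Ccl4*, *Cxcr2*, *Ccl3* and *Ccl24* were all lower in PDGFRA+ than in GAL1+ cells in each of the tumors, with a mean log2 fold change of −1.70 (adjusted p = 9.18e-06 from camera; 3.16e-05 without the block). The tumor means were −2.23 in T3, −1.39 in T4 and −1.48 in T5. Over all genes 10 of the 12 were called, and over this list alone all 12. The paper chose these genes, and the oligodendrocyte differentiation genes, from this comparison in these libraries, so their direction and p-values are not independent of that choice. The same holds, in part, for other contrasts that use the PDGFRA+ or GAL1+ libraries. *Ccl8* (log2 fold change −1.55, standard error 0.55, adjusted p = 0.0513) and *Ccl9* (−1.64, standard error 0.60, adjusted p = 0.0539) were not called, and each was called under 8 of 14 alternatives. *Ccl24* had the largest difference, −2.73 (standard error 0.42, adjusted p = 0.00208), from 9 to 279 reads per library in PDGFRA+ cells and 77 to 734 in GAL1+ cells. *Cxcr2* had the smallest, −1.18 (standard error 0.30, adjusted p = 0.0154). *Cxcl2* was at a log2 CPM of 5.64 ± 0.38 (SD, n = 3) in PDGFRA+ cells and 7.50 ± 0.42 in GAL1+ cells. The pan-leukocyte genes were lower in PDGFRA+ than in GAL1+ cells by a mean log2 fold change of −1.57, and *Ptprc* by −1.73 (adjusted p = 0.00737). *Nlgn3*, *Slc8a3*, *Ntrk2*, *Nkx6-2*, *Ptprz1*, *Olig1*, *Sox8*, *Olig2* and *Sox6* were all called and higher in PDGFRA+ cells of each tumor, with a mean log2 fold change of 2.31 (adjusted p = 8.28e-07; 5.47e-07 without the block). Their tumor means were 1.52 in T3, 2.72 in T4 and 2.68 in T5. *Olig1* had the largest log2 fold change, 2.67 (standard error 0.38, adjusted p = 0.00172), and *Ntrk2* the smallest, 2.05 (standard error 0.27, adjusted p = 0.00147). *Olig2* was at 6.41 ± 0.25 (SD, n = 3) in PDGFRA+ cells and 3.98 ± 1.14 in GAL1+ cells. *Nkx6-2*, with a log2 fold change of 2.29 (adjusted p = 0.0169), had 1 to 7 reads in GAL1+ cells, where 2 of 3 libraries were at or under the floor. With the inter-gene correlation estimated from the data, neither list passed the threshold (adjusted p = 0.191 for both).

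**Figure D3:**
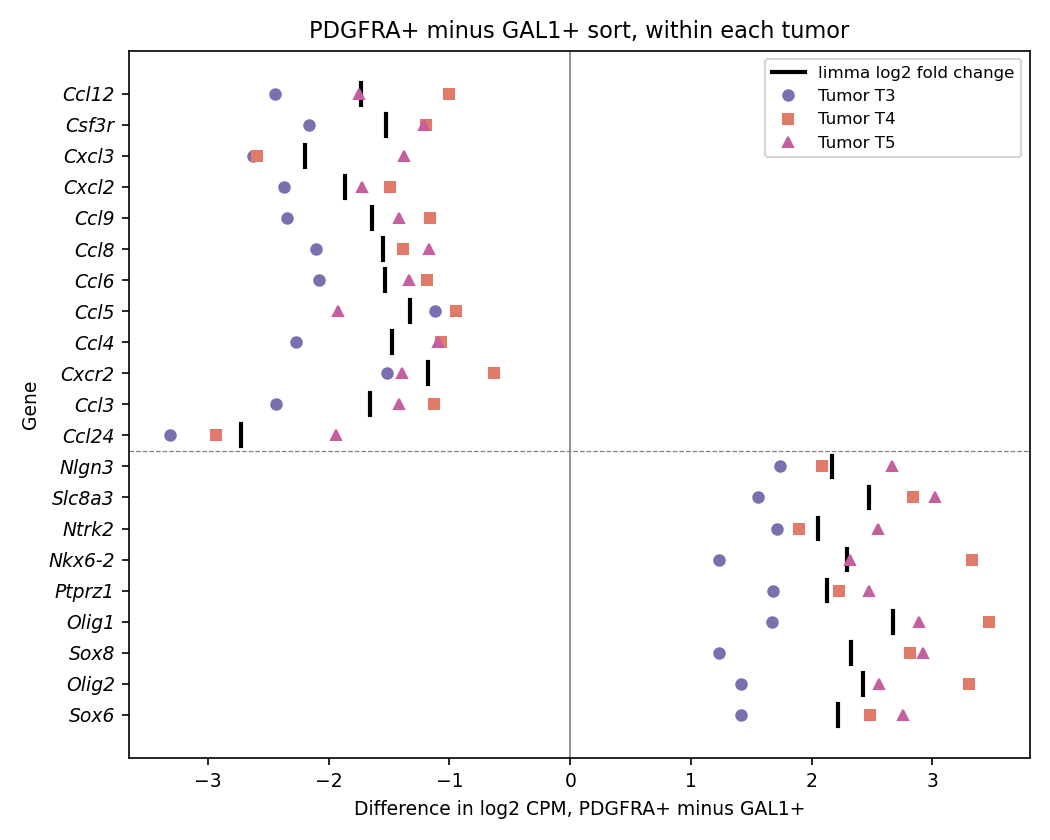
Difference in log2 CPM between PDGFRA+ and GAL1+ cells of the same tumor (horizontal axis) for the 12 chemotaxis genes, above the dashed line, and the 9 oligodendrocyte differentiation genes, below it (vertical axis). Points are tumors T3, T4 and T5 and black bars the limma log2 fold change; all points of the 12 genes lie below 0 and all points of the 9 genes above 0.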

Analyzing DEGs between PDGFRA^+^ and GAL1^+^ cells showed that the latter are enriched in transcriptomes of neutrophil chemotaxis (*Ccl12*, *Csf3r*, *Cxcl3*, *Cxcl2*, *Ccl9*, *Ccl8*, *Ccl6*, *Ccl5*, *Ccl4*, *Cxcr2*, *Ccl3* and *Ccl24*), whereas upregulated genes in PDGFRA^+^ population involve oligodendrocyte differentiation (*Nlgn3*, *Slc8a3*, *Ntrk2*, *Nkx6-2*, *Ptprz1*, *Olig1*, *Sox8*, *Olig2*, *Ascl1* and *Sox6*) (Fig. 2i and Extended Data Fig. 3e). 

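Reactome's gene sets were not used here, and 4 lists compiled by hand stand in for the pathways: 77 ribosomal protein genes, 37 IL-1 signaling genes, 56 genes of interactions between lymphoid and nonlymphoid cells and 105 synapse genes. Each list was tested with camera against all genes in the comparison of PDGFRA+ with GAL1+ cells. The ribosomal protein genes had a mean log2 fold change of −0.44 (adjusted p = 9.33e-12), with all 77 lower in PDGFRA+ cells and 34 called. Of the alternatives of fit, filter and scaling, quantile normalization moved this mean most, to −0.23. Among the IL-1 signaling genes the mean was −0.48 (adjusted p = 0.000169), with 17 called lower and 3 called higher in PDGFRA+ cells. For the lymphoid and nonlymphoid list it was −1.09 (adjusted p = 4.07e-09), with 36 called lower and 0 called higher. The synapse genes had a mean of 1.37 (adjusted p = 2.07e-16), with 75 called higher and 1 called lower in PDGFRA+ cells. All 3 tumors had the direction of the mean in each list, from −0.54 to −0.35 for the ribosomal protein genes, −0.68 to −0.27 for IL-1 signaling, −1.38 to −0.86 for the lymphoid and nonlymphoid list and 1.05 to 1.61 for the synapse genes. Without the block all 4 lists passed, with a highest adjusted p of 0.000213. With the inter-gene correlation estimated from the data none of the 4 lists passed the threshold, and the ribosomal protein genes had an adjusted p of 0.305. With the mean of the pan-leukocyte genes as a covariate, the means were −0.12 for ribosomal protein genes (adjusted p = 0.0139), −0.11 for IL-1 signaling (0.0205), −0.06 for the lymphoid and nonlymphoid list (0.0242) and 1.13 for the synapse genes (2.49e-15). All 4 lists thus still passed at the preset inter-gene correlation, but 0 single genes were called in this contrast with the covariate. The means of the ribosomal protein, IL-1 signaling and lymphoid and nonlymphoid lists were smaller than the median standard errors of their genes (0.21, 0.25 and 0.30). Population and tumor explain 92.8% of the variance of that covariate.

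**Figure D4:**
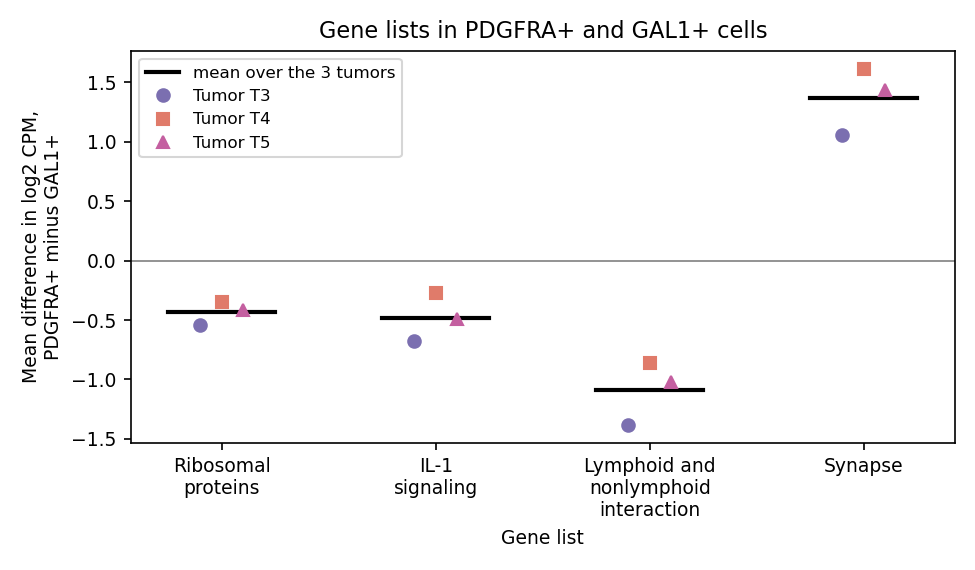
Mean difference in log2 CPM between PDGFRA+ and GAL1+ cells (vertical axis) for the 4 gene lists (horizontal axis), with 1 point per tumor (T3, T4, T5) and the mean over the 3 tumors as a black bar. The synapse genes lie above 0 with a mean of 1.37 and the other lists below 0.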

Reactome analysis of DEGs between EGFR^+^PDGFRA^+^ and EGFR^+^ GAL1^+^ cells showed upregulation of mechanisms of translation, Il-1 signaling regulation, and immunoregulation of interactions between lymphoid and nonlymphoid cells in the EGFR^+^GAL1^+^ samples and neuronal system, synaptic functions and protein interactions at synapses in EGFR^+^PDGFRA^+^ cells (Fig. 2j).

These differences in signaling from EGFR^+^ GBM cells led us to test whether regional attributes define cells from clusters 0, 10, 5, 24 and 22. We leveraged The IVY Genome Atlas Project (IVY GAP)^20^ and superimposed the most highly expressed gene in each cluster onto the expression patterns of patient samples. Genes from clusters 5 and 24 shared expression patterns with GBM cells dissected from pseudopalisading regions and the perinecrotic zone (Extended Data Fig. 3f). Genes from cluster 22 shared patterns with cellular tumor, hyperplastic blood vessels and microvascular proliferation, whereas top genes of cluster 10 were highly upregulated in cellular tumor bulk, leading edge and infiltrating tumor regions (Extended Data Fig. 3f). Similarly, alignment of highly expressed genes from EGFR^+^ PDGFRA^+^ and EGFR^+^GAL1^+^ revealed that EGFR^+^PDGFRA^+^ cells display profiles similar to those from cells of cellular tumor, leading edge and infiltrating tumor, whereas EGFR^+^GAL1^+^ cells express genes similar to perinecrotic zones, pseudopalisading regions and hyperplastic blood vessels (Extended Data Fig. 3g). 

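The IVY GAP profiles were not used here, and the paper's text does not name the genes aligned to them. The genes given here are those with the largest differences between the sorted cells, and they need not be the genes aligned. Among called genes that differed in the same direction in all 3 tumors, predicted genes left out, the 5 with the largest log2 fold change of PDGFRA+ over GAL1+ cells were *Hhip*, *Dll3*, *Fam189a1*, *Ttc9b* and *C1ql2*. *Hhip* had a log2 fold change of 3.52 (standard error 0.96, adjusted p = 0.0191), with 0 to 19 reads in GAL1+ cells and 51.25 to 88 in PDGFRA+ cells. For *Dll3* it was 3.43 (standard error 0.58, adjusted p = 0.00277), with 6.25 to 123 reads in GAL1+ cells. *Fam189a1*, *Ttc9b* and *C1ql2* had log2 fold changes of 3.39, 3.33 and 3.29. In GAL1+ cells, *Hhip*, *Fam189a1* and *Ttc9b* were each at or under the floor of 3 reads in 1 of 3 libraries. Lower in PDGFRA+ cells, after *Ccl24*, were *Krt80* (log2 fold change −2.67), *F9* (−2.61), *Ccdc154* (−2.51) and *Aldh3b3* (−2.36). These 4 genes had at most 22 reads in any PDGFRA+ library, and in PDGFRA+ cells *Ccdc154* was at or under the floor in 2 of 3 libraries and the others in 1. The paper proposes that the expression profiles of EGFR+ cancer cells are potentially influenced by ligand usage and by localization in the tumor.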

Together, these findings demonstrate a persistent oligoclonal nature of the model and suggest that the distinct gene expression profiles observed in the EGFR^+^ cancer cells are potentially influenced by their ligand usage and localization in the tumor, ultimately shaping considerable heterogeneity in signaling pathway activation patterns.

### GBMs harbor a proliferative population of microglia

In the uninjured brain, microglia have limited self-renewal capacities^21^. The presence of three clusters of microglia in GBM may represent a functional categorization. In fact, microglia cluster 19 cells express higher levels of G2M and S phase cell cycle genes than clusters 2 and 4 (Fig. 3a). Additionally, cluster 19 S phase cells increased considerably in early and late GBM mice compared with normal brain controls (Extended Data Fig. 4a). Validation using systemic in vivo DNA labeling with 5-ethynyl-2′-deoxyuridine (EdU) and flow cytometry showed a fivefold increase in EdU^+^ microglia from GBM mice compared with control brain (10.07 ± 2.21% versus 2.22 ± 1.92%) (Fig. 3b), demonstrating that increased proliferation of microglia is occurring specifically in GBM tissues. In fact, flow cytometry of tumor bed and contralateral brain over time for total and Ki67^+^ microglia cells demonstrated increases only in tumoral microglia during GBM progression (Fig. 3c,d).

**Fig. 3:**
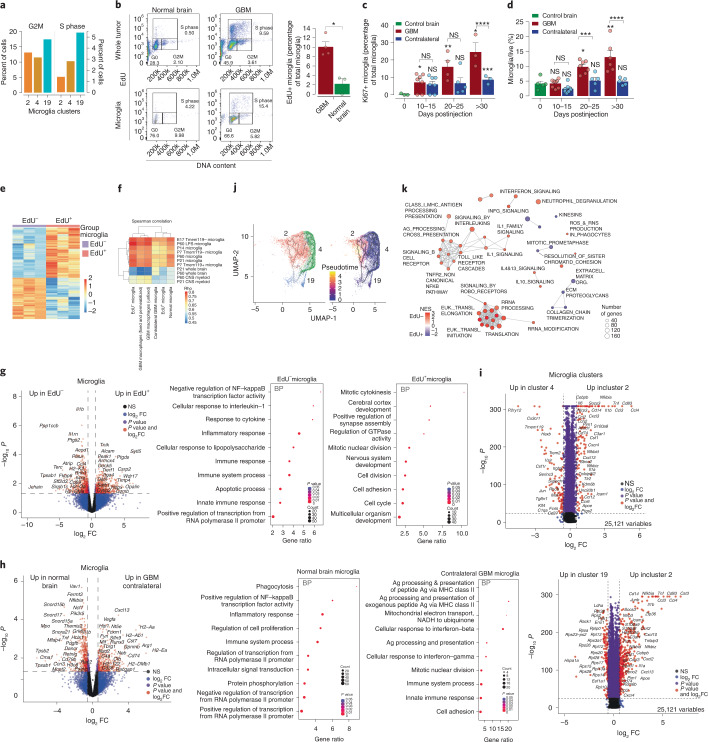
Proliferative microglia are present in EGFR GBMs. **a**, Expression of cell cycle genes in microglia clusters 2, 4 and 19 populations. **b**, EdU flow plots and quantitation of microglia. Data are mean ± s.d. of biologically independent replicates GBM *n* = 4, normal brain *n* = 3. *P = 0.028, unpaired *t* test, two-tailed. **c**, Proliferative index of GBM microglia over time. Ki67 positive microglia as percentage of total microglia. Data are mean ± s.d. of biologically independent replicates, control brain day 0 *n* = 3, GBM and contralateral *n* = 7, 4 and 3 for days 10–15, 20–25 and >30, respectively. Statistical analysis, without brackets relative to control brain microglia (day 0). *P = 0.0171; **P = 0.0104; ***P = 0.0477; ****P = 0.0039; *****P = 0.0449; NS, not significant, unpaired *t* test two-tailed. **d**, Increase in microglia content during GBM progression plotted as percentage of live cells. Data are mean ± s.d. of biologically independent replicates. Control brain day 0 *n* = 5, GBM *n* = 8, 7 and 5 and contralateral *n* = 8, 5 and 5 for days 10–15, 20–25 and >30, respectively. Statistical analysis, without brackets relative to control brain microglia (day 0). *P = 0.0008; **P = 0.0055; ***P < 0.0054; ****P = 0.0072; NS, not significant, unpaired *t* test two-tailed. **e**, Heat map of DEGs from bulk RNAseq of EdU^+^ and EdU^–^ flow-sorted microglia. **f**, Spearman correlation of transcriptomes of flow-sorted microglia (EdU^+^, EdU^–^), macrophage and contralateral microglia to indicated bulk RNAseq datasets. **g**, DEGs and GO analysis between EdU^+^ and EdU^–^ flow-sorted microglia populations. **h**, DEGs and GO analysis between flow-sorted normal brain microglia and GBM-bearing contralateral microglia. **i**, DEGs between microglia clusters 2 and 4 and between clusters 2 and 19. **j**, Monocle3 trajectory inference on microglia clusters. **k**, Reactome analysis of EdU^+^ and EdU^–^ microglia populations. Source data

To better define this cycling microglia population, we used flow cytometry to isolate (Extended Data Fig. 4b–d) EdU^+^ and EdU^–^ microglia, contralateral GBM microglia, normal brain microglia and GBM macrophages of late-stage GBMs from age- and gender-matched mice, and performed bulk RNAseq (Fig. 3e,f and Extended Data Fig. 4e,f). As expected, EdU^+^ GBM microglia contained upregulated genes associated with mitotic cytokinesis, cell division and cell cycle (Fig. 3g). Microglia sensome^22^ gene set enrichment analysis (GSEA) validated the identity of microglia (Extended Data Fig. 4g). EdU^–^ microglia express genes associated with inflammatory response, innate immune response, cytokine response, cellular response to interleukin-1 (IL-1) and negative regulation of nuclear factor kappa B (NF-kB) transcription factor activity (Fig. 3g). Regressing out cell cycle gene signatures from the EdU^+^ microglia dataset did not reveal additional GOs (Extended Data Fig. 4h). Spearman correlation to embryonic (E17), postnatal and adult Tmem119 positive and negative microglia and LPS-stimulated adult microglia show that the EdU^+^ microglia population is less related to embryonic, postnatal (Tmem119^+^ and Tmem119^−^) and adult (LPS-stimulated and control) microglia than EdU^–^ microglia (Fig. 3f), suggesting that cycling microglia in GBM adopt a transcriptome that is different from noncycling (EdU^–^) microglia, the latter seemingly adopting a proinflammatory polarization.

Comparing the transcriptomes of contralateral GBM microglia with those of normal brain microglia showed that microglia located far from the GBM tumor bed are activated significantly, upregulating genes involved in major histocompatibility complex II (MHCII) antigen processing and presentation, cellular responses to interferon (IFN)-β,γ and innate immune response, whereas the top gene signatures of normal brain microglia related to phagocytosis, and positive regulation of NF-KB transcription (Fig. 3h and Extended Data Fig. 4i). This suggests that the presence of a GBM stimulates distant microglia that are otherwise not in direct physical contact with the tumors. Applying pseudotime tracing to microglia clusters determined that cluster 4 gives rise to cluster 2 (Fig. 3j). Interestingly, the levels of expression of canonical microglia markers *P2ry12* and *Tmem119* are higher in cells of cluster 4 than cluster 2 (Fig. 3i), reinforcing the notion that cluster 2 is derived from cluster 4. Reactome analysis of EdU^+^ and EdU^–^ transcriptomes confirms the mitotic nature of EdU^+^ sorted cells and the antigen processing and presentation, and IL-1 signaling of EdU^–^ cells (Fig. 3k). Together, these findings suggest that a subpopulation of microglia in the GBM tumor microenvironment (TME) respond to the tumor by proliferating and committing less to polarization programs.

### GBM microglia show a proinflammatory transcriptome

To understand the molecular features driving the formation of microglial clusters 2, 4 and 19, we identified DEGs (Fig. 3i). Cells from cluster 2 had a significant upregulation of genes associated with proinflammatory processes, including *Tnf*, *Il1b*, *Il1a* and *Cxcl10* (Fig. 3i). GO analysis of cluster 2 shows enrichment for pathways associated with inflammatory response, LPS-mediated signaling pathway and response to LPS (*Tnf*, *Cxcl2*, *Cxcl10*, *Il6*, *Ccl2*, *Nlrp3*, *Cd14*, *Cebpb*, *Acod1*, *Cxcl3*, *Cxcl13*, *Cxcl10,* *Il1b*) chemokine-mediated signaling and chemotaxis (*Ccl12*, *Cxcr4*, *Ccl4*, *Ccrl2*, *S100a9*, *S100a8*, *Cxcl10*, *Ccl12*, *Ccl4*, *Ccl3*, *Ccl2*, *Cxcl13*, *Cxcl3,* *Cxcl2*) (Extended Data Fig. 4j). High *Tnf* levels are observed only in cluster 2 microglia with enrichment of other ‘M1’-like proinflammatory markers (*Il1a*, *Il1b*, *Ccl3*) (Fig. 3i). On the other hand, microglia cluster 4 expresses genes associated with positive regulation of phagocytosis (*Fcgr3*, *Fcer1g*, *Il1b*, *Sirpa*, *Mertk*, *Tnf*), proinflammatory hallmark activation markers and retains expression of genes involved in chemotaxis suggesting that cells in cluster 4 represent a more actively phagocytic population of microglia than those in cluster 2. Microglia cluster 19 is enriched in genes that are involved in ribosomal small unit assembly and biogenesis (Fig. 3i and Extended Data Fig. 4j), the significance of which is unknown. Together, these data suggest that one subset of microglia respond to the tumor by supporting a proinflammatory program, whereas another subset of microglia lacks this function.

### Most GBM cytokines originate from intratumoral immune cells

Recruitment of immune cells to tumors has been investigated largely from a cancer cell centric perspective. However, a growing number of studies report on the contribution of TME cells to this process^23^. To address this, we analyzed a panel of 32 cytokines by quantitative PCR with reverse transcription (RTqPCR) from CD45^−^ and CD45^+^ flow-sorted cells from mouse GBMs (Fig. 4a). We found that expression of most (22/32) cytokines was enriched in CD45^+^ cells (Fig. 4a) and validated by scRNA-seq results (Fig. 4b). Microglia cluster 2 expresses highest levels of *Tnf* (Fig. 4b–d and Extended Data Fig. 5a), which was validated independently by flow cytometry (Fig. 4e). Similarly, most cytokines receptors are expressed in CD45^+^ cell populations (Fig. 4c). Notably, *Cxcl12* levels are higher in CD45^–^ endothelial cells (Fig. 4a,b,e) whereas its receptor *Cxcr4* is expressed on T cells, NK cells, B cells, neutrophils (including polymorphonucler myeloid-derived suppressor cells (PMN-MDSCs)), macrophages and DCs (Fig. 4b,e) perhaps reflecting an unbeknown paracrine circuitry between endothelial and several immune cells. Together, these results reinforce the developing notion that most intratumoral cytokines and their receptors are expressed more from CD45^+^ cell populations and much less so from cancer cells.

**Fig. 4:**
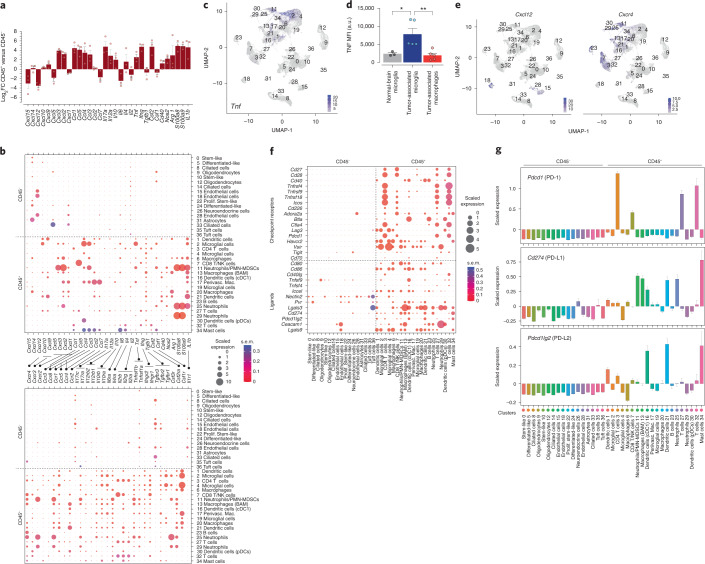
Cytokines, checkpoint receptors and their ligands are expressed mostly in the CD45^+^ compartment. **a**, RT-PCR log_2_FC for the indicated cytokines from flow-sorted CD45^+^ and CD45^–^ cells from GBM. Data are mean ± s.d. of biologically independent tumors *n* = 3. **b**, Scaled expression of the indicated cytokines and their receptors from the CD45^–^ and CD45^+^ scRNA-seq datasets. s.e.m. indicated. The lines between the two panels represent receptor ligand pairs. **c**, Expression of *Tnf* overlaid on UMAP. **d**, TNF mean fluorescence intensity (MFI) expression by flow cytometry of GBM tumors. Data are mean ± s.d. of biologically independent tumors, *n* = 3, 5 and 5 of normal brain microglia, tumor-associated microglia and macrophages, respectively *P = 0.0472, **P = 0.0097. **e**, Expression of *Cxcl12* and *Cxcr4* transcripts overlaid on UMAPs. **f**, Scaled expression for the indicated checkpoint receptors and ligands from the CD45^–^ and CD45^+^ scRNA-seq datasets. **g**, Scaled expression of *Cd274* (PD-L1), *Pdcd1lg2* (PD-L2) and *Pdcd1* (PD-1) transcripts. Data are mean ± s.e.m. Source data

### Expression of immune checkpoints in CD45^+^ cells of GBMs

The common belief that cancer cells are the sole source of checkpoint ligands and responsible for suppression of T cell immune responses is slowly changing as recent reports from us and others demonstrated the importance of myeloid-derived checkpoint molecules^24–27^. Reinforcing this notion are our findings that most checkpoint transcripts are expressed in CD45^+^ cells, mostly in T and myeloid cells (Fig. 4f). Notably, transcripts for PD-1 (*Pdcd1*) were observed only in T cell clusters (Fig. 4g and Extended Data Fig. 5b) whereas PD-L1 (*Cd274*) transcripts were more abundant in neutrophils, DCs and macrophages and PD-L2 (*Pdcd1lg2*) in DCs and not in EGFR^+^ cancer cells (Fig. 4f,g and Extended Data Fig. 5b). Transcript levels for VISTA (*Vsir*) were identified and validated in microglia populations (Fig. 4f and Extended Data Fig. 5c,d), and *Ceacam1* and Galactin9 (*Lgals9*)—both TIM-3 ligands^28,29^—were found elevated in CD45^+^ cell populations (Fig. 4f and Extended Data Fig. 5e,f). Together, these results indicate that checkpoint receptors are present on innate immune cells in addition to T cells, and their ligands are expressed mostly in noncancer cells.

### Longitudinal evolution of GBM TME during tumor progression

To uncover cellular and molecular changes to the GBM TME over time, normal brain and early and late stages of GBM development (Extended Data Fig. 6a and Supplementary Table 1) were analyzed. As expected, EGFR^+^ cells were absent in normal brain and increased dramatically in early and late GBMs (Fig. 5a,b and Supplementary Table 2). Flow cytometry validated the cell cluster compositions of early and late samples, in which early GBMs were composed mostly of microglia and late GBMs saw increased infiltration of macrophages (Fig. 5c,d). Flow cytometry of independent cohorts of GBM mice further validated these observations (Fig. 5e,f). Notably, an initial quasi-stagnant accumulation of EGFR^+^ cells for the first 25 days was followed by an explosive growth expansion culminating in a moribund late stage preceded by an accumulation of CD45^+^ cells (Fig. 5e). The observed increases in macrophages, PMN-MDSCs, lymphocytes, monocytes and NK cells over time were also not detected in contralateral brain tissues, indicating that these unique cellular dynamics are localized to the TME (Fig. 5f).

**Fig. 5:**
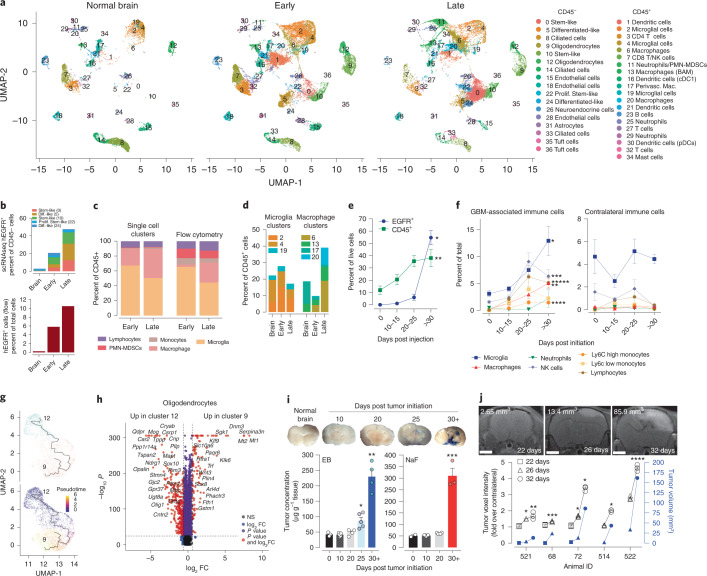
Dynamics of immune cell infiltration over time. **a**, UMAPs of normal brain, Early and Late stage GBMs. **b**,**c**, Relative number of EGFR^+^ (**b**) and the indicated cell types (**c**) from scRNA-seq data and flow cytometry of the GBM samples used for scRNA-seq. **d**, Cluster composition of microglia and macrophages from scRNA-seq. **e**, Flow cytometry of EGFR^+^ and CD45^+^ cells from GBMs. Data are mean ± s.e.m. of biologically independent replicates. Control brain day 0 *n* = 3, GBM *n* = 6, 6 and 3 for days 10–15, 20–25 and >30, respectively. At >30 days relative to day 0, *P = 0.0001, **P = 0.0285, unpaired *t* test two-tailed. **f**, Longitudinal flow cytometry of the indicated GBM cell types. Data are mean ± s.e.m. of biologically independent replicates. Left panel, control brain day 0 *n* = 3, GBM *n* = 8, 8 and 9 for days 10–15, 20–25 and >30, respectively, *P = 0.0122, **P = 0.0236, ***P = 0.0488, ****P = 0.0006, *****P = 0.0079, unpaired *t* test two-tailed. Right panel, day 0 *n* = 3, GBM *n* = 7, 5 and 3 for days 10–15, 20–25 and >30, respectively. At >30 days relative to day 0, all *P* > 0.05 and considered not significant, unpaired *t* test two-tailed. **g**,**h**, Pseudotime trajectory (seed cluster 12) (**g**) and DEGs (**h**) of oligodendrocyte clusters 9 and 12. **i**,**j**, Assessment of GBM BBB integrity. Representative photomicrographs of GBM brains post EB and NaF administration and quantification (**i**). Data are mean ± s.e.m. of biologically independent replicates. EB, *n* = 3, 5, 4, 5 and 4, for days 0, 10, 20, 25 and 30+, respectively and NaF, *n* = 2, 5, 4, and 3 for days 0, 10, 20, and 30+, respectively. *P = 0.0209, **P = 0.0012, ***P = 0.0089 when compared with day 0, unpaired *t* test two-tailed. Representative gadolinium-enhanced T1-weighted MRIs and quantification of a developing GBM imaged at 22, 26 and 32 days post-tumor initiation (**j**). Tumor volumes (in mm^3^) were measured using T2 weighted images. Scale bar, 2 mm; data represent mean ± s.d. of technical replicates. *P < 0.0001, **P = 0.0071, ***P = 0.0029, ****P = 0.0002 when compared with 22-day voxel intensities, unpaired *t* test two-tailed. Source data

Other than EGFR^+^ cancer cells, there are noticeable cell clusters that are unique to GBM (Fig. 5a). For instance, oligodendrocyte (9), ciliated cell (33), macrophage (6,20), and neutrophil/PMN-MDSCs (11) are only observed in early and late GBMs (Fig. 5a, Supplementary Table 2). Oligodendrocyte cluster 9 only appears in GBM samples, suggesting GBM-stimulated production and/or differentiation of brain-resident oligodendrocytes. Monocle3 pseudotime tracing analysis revealed that cluster 9 cells derive from cluster 12 (Fig. 5g). Furthermore, we found that cells from cluster 12 are enriched in genes involved in oligodendrocyte myelination (*Mag, Gjc3, Gal3st1, Ugt8a, Pllp, Lpar1, Mal, Qk, Tspan2, Mbp, Jam3, Nkx6-2, Omg, Cntn2, Sox10,* *Aspa*) and differentiation and development (*Nkx6-2, Cnp, Olig1, Sox8, Tspan2, Tppp, Sox10, Gstp1, Hdac11,* *Lpar1*)) (Fig. 5h and Extended Data Fig. 6b). Cells from cluster 9 preferentially expressed genes known to function in aerobic respiration (*Mt-Nd4, Mt-Co1, Mt-Co3* and *Mt-Nd1*), response to hyperoxia (*Mt-Atp6, Cdkn1a,* *Gm10925*), regulation of ATP biosynthesis (*Tmsb4x, Mt-Co2,* *Bcl2l1*) cellular response to insulin stimulus (*Errfi1Irs2,* *Srsf5,Sgk1*) and regulation of cell cycle (*Cdkn1a, Gadd45b, Srsf5,* *Sgk1*) (Fig. 5h and Extended Data Fig. 6b), suggesting a change in energy requirement for these newly derived oligodendrocytes.

### Infiltration of macrophages, and PMN-MDSCs parallels blood–brain barrier leakage

The significant increases in macrophages (6,20), PMN-MDSCs (11) and EGFR^+^ cells late during GBM progression may reflect a disruption of the blood–brain barrier (BBB). Intravenous injection of Evans Blue (EB) and sodium fluorescein (NaF) to assess BBB integrity^30^ at 10, 20, 25 and 30+ (moribund) days after tumor initiation led to extravasation and rapid accumulation after 25 days (Fig. 5i). Orthogonal validation by contrast-enhanced molecular resonance (MR) imaging over time normalized to contralateral central nervous system, showed increased enhancement between 26 and 32 days post-tumor initiation, corresponding to extensive BBB leakage (Fig. 5j). Together, these results demonstrate that the integrity of the BBB remains intact until later stages of tumor development—a time that coincides with the influx of immunosuppressive cells into GBM.

### Changes in innate immunity during GBM progression

Leveraging the longitudinal attributes of our model, we observed that microglia cluster 2 gained expression of proinflammatory markers (*Cxcl2, Cxcl3, Cxcl10, Il1b, Tnf, Ccl3*), neutrophil chemotaxia (*Cxcl10, Il1b, Ccl4, Ccl3, Cxcl3, Cxcl2, S100a9*) and positive response to phagocytosis (*Il1b, Gata2, Tnf*) in early GBM when compared with normal brain (Fig. 6a and Extended Data Fig. 7a), suggesting that early GBMs activate an inflammatory response in microglia (2). Further progression to late GBM saw increases in expression of *Cxcl13* and immediate-early genes (IEGs) (*Fos, Jun, Junb, Egr1, Zpf36, Nfkbia, Dusp1*) (Fig. 6a). Early GBM microglia (4) demonstrated gain in expression of complement genes (*C1qb, C1qa, C1qc*) and lipoprotein catabolic process (*Apoe, Ctsd*) (Fig. 6a) and loss of gene expression involved in mitochondrial electron transport, ATP-synthesis-coupled electron transport and aerobic respiration (*mt-Nd1/2/4/5/6, mt-Co1/2*) during early to late GBM progression (Fig. 6a), suggestive of changes in energy use in microglia (4) during GBM progression. Early GBMs saw resident BAM (13,17) gained expression of genes in inflammatory response (Extended Data Fig. 7b), reinforcing the notion that, during early GBM growth, innate immunity cells adopt a proinflammatory status. Upon progression, BAM (13) gained expression of genes involved in neutrophil chemotaxis, positive regulation of angiogenesis and inflammatory response (Extended Data Fig. 7b).

**Fig. 6:**
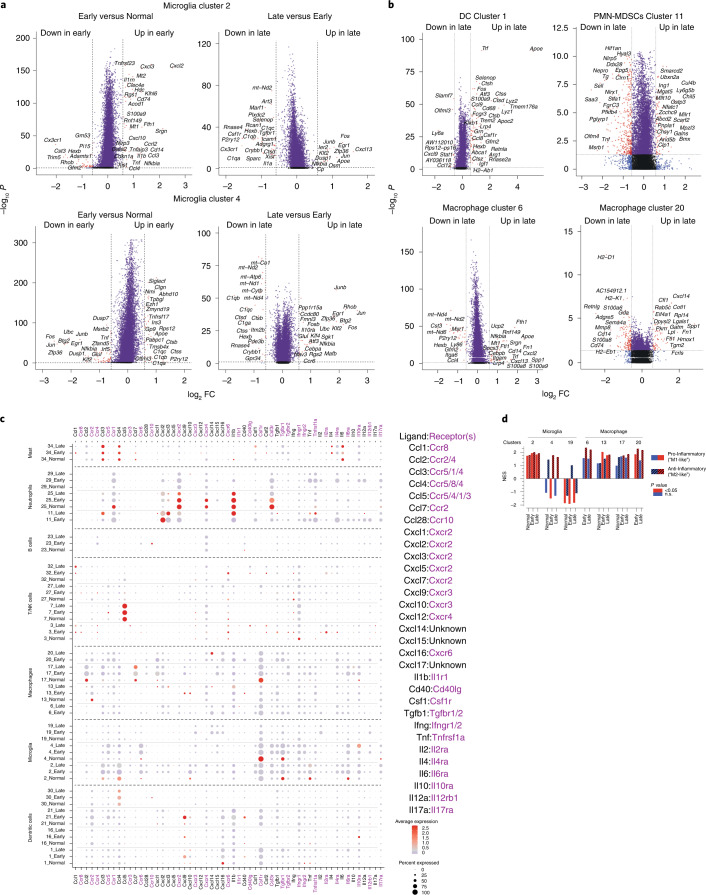
Loss of macrophage and microglia proinflammatory polarization over time. **a**, Volcano plots of DEGs of microglia clusters 2 and 4 between Early versus normal and Late versus Early GBM tumors. **b**, Volcano plots of DEGs of DC cluster 1, Neutrophils/PMN-MDSCs cluster 11 and macrophage clusters 6 and 20 in Late versus Early GBM tumors. **c**, Cytokine ligand:receptor pairs analysis. Expression levels of the indicated ligands and receptors for the indicated cell type clusters in normal, Early and Late GBM samples are plotted. **d**, NES from GSEA of the indicated microglia and macrophage clusters from normal, Early and Late GBM samples analyzed for proinflammatory ‘M1-like’ markers and anti-inflammatory, protumorigenic alternatively polarized ‘M2-like’ markers. Source data

### Recruitment of immunosuppressive cells during progression

To better define the molecular mechanisms by which immune cells are recruited to the GBM TME, we determined DEGs between late and early GBMs. In macrophage (6, 20), gains were observed in expression of genes involved in negative regulation of inflammatory response, neutrophil chemotaxis and aggregation (6) and angiogenesis and metabolic process (20) (Fig. 6b and Extended Data Fig. 7c). In DC (1), gains in genes modulating antigen processing and presentation via MHCII and leukocyte chemotaxis were observed (Fig. 6b and Extended Data Fig. 7d). In PMN-MDSCs (11), upregulation of genes in NFAT signaling and cellular response to hypoxia and downregulation of genes that characterize inflammatory responses and regulation of T cell proliferation were observed (Fig. 6b and Extended Data Fig. 7e). We observed decreases in transcripts of the cytokine:receptor *Ccl2* and *Ccr2* in macrophage (17) and (13), respectively (Fig. 6c), suggesting a cytokine relationship between perivascular macrophages and other BAMs in normal brain. PMN-MDSCs (11) expressed more *Cxcl2* and less *Cxcl3* in early than late GBM, and expression of their receptor *Cxcr2* is highest in neutrophil (25) (Fig. 6c), perhaps reflecting a switch in *Cxcr2* ligand use during GBM progression. The high expression of *Il1b* in PMN-MDSCs (11) and in neutrophil (25) (Fig. 6c) and its receptor on endothelial cells (18,28) (Fig. 4c), also suggest a functional interaction between granulocytes and endothelial cells in GBM.

GSEA of microglia and macrophage clusters for markers of classical ‘M1-like’ proinflammatory polarization and ‘M2-like’ protumorigenic polarization^31^ reveal that microglia (2) had similar normalized enrichment scores (NES) in normal brain and early and late GBM samples whereas microglia (4) preferentially displayed protumorigenic NES in early and late GBMs (Fig. 6d). Infiltrating macrophages (6,20) had higher NES for ‘M2-like’ protumorigenic polarization markers in early and late GBMs compared with clusters (13,17) (Fig. 6d). Taken together, this suggests that microglia and BAM adopt a proinflammatory immune microenvironment early in tumor growth, which is lost during GBM progression.

### Bone marrow changes early during gliomagenesis

Bone marrow (BM) myeloid progenitors generate MDSCs during tumor-driven emergency myelopoiesis^24,32^. Using flow cytometry (Extended Data Fig. 8a,b), we show that GBM significantly increased the hematopoietic progenitors LSK and LK, with the granulocyte/monocyte progenitors (GMPs) in the LK population showing the biggest increase (Fig. 7a). GBM mice had splenic myeloid cells increases—evidence for GBM-induced emergency myelopoiesis. In these cells, PMN-MDSC, M-MDSC and DC were increased, whereas macrophages were diminished compared with control mice (Fig. 7b). GBM mice had a significant increase in systemic T cells, characterized by elevated expression of CTLA-4 (Fig. 7a,b). These results indicate that GBM induces robust emergency hematopoiesis with significant systemic immunosuppressive implications.

**Fig. 7:**
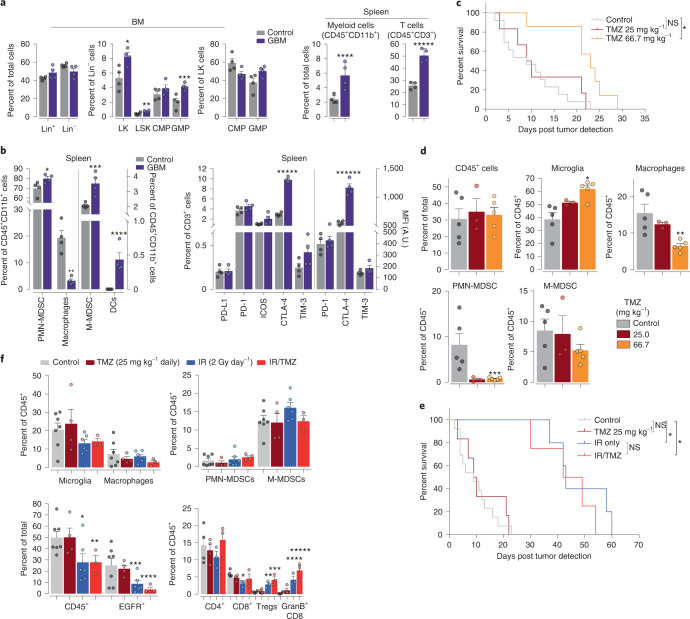
TMZ and radiation change GBM immune microenvironment and prolong survival. **a**, Flow cytometry of BM and spleens of control non-GBM-bearing mice and early-stage (BLI 10^7^ p s^−1^ cm^−2^ sr^−1^) GBM mice for the indicated cell type and progenitors. Data are represented as mean ± s.e.m. of biologically independent replicates. Comparisons between control (*n* = 4) and GBM (*n* = 4) mice. *P = 0.0266, **P = 0.015, ***P = 0.0081, ****P = 0.0139 and *****P = 0.0002, unpaired *t* test, two-tailed. **b**, Flow cytometry of spleen cells as in **a** for the indicated cell markers and checkpoint molecules. Data are represented as mean ± s.e.m. of biologically independent replicates. Comparisons between control (*n* = 4) and GBM-bearing (*n* = 4) mice, *P = 0.0491, **P = 0.0094, ***P = 0.0087, ****P = 0.0053, *****P = 0.0001 and ******P < 0.0001, unpaired *t* test, two-tailed. **c**, Kaplan–Meier survival analysis of GBM mice treated with control vehicle or 25 or 66.7 mg kg^−1^ TMZ daily. TMZ 66.7 g kg^−1^ versus control *P < 0.0001, NS, not significant, log-rank (Mantel–Cox). Data are represented from biologically independent replicates, *n* = 13, 6 and 7 for control, 25 and 66.7 mg kg^−1^ TMZ, respectively. **d**, Flow cytometry for the indicated cell types from GBM of control and TMZ-treated (25 mg kg^−1^ or 66.7 mg kg^−1^ daily) mice. Comparisons of control and TMZ-treated. Data are represented as mean ± s.e.m. of biologically independent replicates, *n* = 5, 3, and 5 for control, 25.0 and 66.7 mg kg^−1^ TMZ respectively, *P = 0.0051, **P = 0.0074, ***P = 0.0194, unpaired *t* test, two-tailed. **e**, Kaplan–Meier survival analysis of GBM mice treated with control vehicle, 25 mg kg^−1^ TMZ, IR and IR/TMZ as indicated. Data represent biologically independent replicates, *n* = 13, 6, 4 and 5 for control, 25 mg kg^−1^ TMZ, IR and IR/TMZ, respectively. *P < 0.0001 log-rank (Mantel–Cox). **f**, Flow cytometry of GBMs for the indicated cell type from control and TMZ (25 mg kg^−1^), IR (2 Gy/day) and IR/TMZ-treated GBM mice. Comparisons of control and treatment. Data represent mean ± s.e.m. of biologically independent tumors. Microglia/macrophages, PMN-MDSCs/M-MDSCs and CD45^+^/EGFR^+^ panels *n* = 7, 4, 6, 3 for control, TMZ, IR and IR/TMZ, respectively. *P = 0.0397, **P = 0.0456, ***P = 0.0487, ****P = 0.034, unpaired *t* test, two-tailed. CD4^+^/CD8^+^/Tregs/GranB^+^CD8^+^ panel *n* = 4, 4, 3, 3, for control, TMZ, IR and IR/TMZ, respectively of the *P = 0.0125, **P = 0.0065, ***P = 0.0049, ****P = 0.0054, *****P = 0.0026. Unpaired *t* test, two-tailed. Source data

### TMZ depletes BM-derived GMP

To glean insights into the effects of SOC on the GBM immune microenvironment, we analyzed immune cells from brain, BM and spleen of TMZ-treated mice by flow cytometry. A dose of 25 mg kg^−1^ daily of TMZ in mice is equivalent to the IR/TMZ SOC dosage (75 mg m^−2^) given to GBM patients, whereas a dose of 66.67 mg kg^−1^ daily in mice is equivalent to 150–200 mg m^−2^ postradiation adjuvant therapy^33^. After a 2-week treatment of TMZ, tissues were harvested at 24, 72 or 168 h (Extended Data Fig. 8c) and analyzed by flow cytometry (Extended Data Fig. 8d,e). Microglia numbers were unchanged; however, BAMs showed a significant decrease (control 2.75 ± 0.38 versus treated 1.35 ± 0.25) in the 66.67 mg kg^−1^ and a trend in the 25 mg kg^−1^ treated cohorts 24 h after cessation of TMZ (Extended Data Fig. 8e), effects that were not observed at later times, suggesting a temporary sensitivity of BAMs to TMZ. Dramatic depletion of GMPs in low and high doses of TMZ were observed in BM, which was more striking at 24 h, and did not recover fully until 1-week post cessation of treatments (Extended Data Fig. 8e). In contrast to GMP, the levels of common myeloid progenitors (CMP) remained unchanged, consistent with the hypothesis that more rapidly proliferating/differentiating myeloid progenitors are more sensitive to TMZ. Splenic myeloid cells were unaffected by TMZ (Extended Data Fig. 7e). Note that splenic myelotoxicities are likely to occur at later time points based on the kinetics of nadir development in patients treated with TMZ^34^. Together, these results demonstrate that treatment of healthy, nontumor mice with TMZ has little effect on population levels of microglia, BAMs and CMPs, whereas GMPs are sensitive to prolonged TMZ treatment, requiring several days for the myelotoxicity to dissipate.

### TMZ effects on PMN-MDSCs, macrophages and microglia

Treatment of GBM mice with 66.67 mg kg^−1^ of TMZ (Extended Data Fig. 8f) extended survival by 14 days compared with control (median survivals (days): control 9, TMZ-25 9.5 and TMZ-66.7 23) (Fig. 7c) and decreased BLI output (Extended Data Fig. 8g), whereas low dose (25 mg kg^−1^) TMZ had no effect on survival and GBM growth (Fig. 7c and Extended Data Fig. 8g), analogous to different glioma models^35^. Flow cytometry analysis revealed that high dose (66.7 mg kg^−1^) TMZ significantly increased microglia in GBM mice but not control animals and resulted in a decrease in macrophages, whereas decreases in PMN-MDSC populations were observed with both TMZ concentrations (Fig. 7d). No statistically significant differences were observed in the relative numbers of CD45^+^ cells and in splenic MDSCs upon TMZ treatments (Fig. 7d and Extended Data Fig. 8h), suggesting that decreases in tumoral PMN-MDSCs upon TMZ treatment may stem from recruitment deficiencies to the TME. Our data also imply that high dose TMZ may promote a proinflammatory phenotype by increasing microglia and decreasing suppressive populations of PMN-MDSCs and macrophages in addition to direct anti-cancer cell effects. This TMZ-mediated switch in the immune microenvironment was not sufficient, however, to induce tumor clearance, suggesting a lack of adaptive response and development of resistance mechanisms.

### IR/TMZ therapy promotes effector CD8 T cells and survival

To determine the effect of SOC therapy on the immune microenvironment of GBM, mice were treated for 2 weeks, analyzed by flow cytometry and monitored to establish survival (Extended Data Fig. 8i). TMZ treatments of 25 mg kg^−1^ daily failed to extend survival; however, fractionated daily radiotherapy (10 × 2 Gy), either alone or in combination with TMZ, significantly extended survival (median survival (days); control 9, TMZ-25 9.5, IR 43 and IR/TMZ 45.5) (Fig. 7e). IR alone and IR/TMZ increased the number of GranzymeB^+^ CD8^+^ T cells (Fig. 7f), reduced the number of EGFR^+^ cancer cells and CD45^+^ cells (Fig. 7f) and decreased BLI output (Extended Data Fig. 8j). These results reflect the notion that IR induces cancer cell death while accumulation of GranzymeB^+^ CD8^+^ T cells are likely engaged by radiation-induced neo-epitopes, perhaps being responsible for the prolongation in survival. However, we noted that these beneficial effects were accompanied by an increase in Tregs (Fig. 7f), potentially providing an explanation for the transient therapeutic benefit provided by SOC therapy.

### Patient immune heterogeneity of low and high-grade gliomas

GBM patients are diagnosed with symptomatic late-stage disease due to the asymptomatic nature of early-stage GBMs, which considerably hampers longitudinal studies of evolution of the immunological landscape of GBM. To overcome this limitation, and to correlate immune composition with disease aggressiveness, we analyzed freshly isolated low-grade glioma (*n* = 5) and GBM (*n* = 8) patient (seven males and six females) tumor samples by flow cytometry (Extended Data Fig. 9a and Supplementary Table 3 for patient demographics). Relative amounts of CD45^+^ and CD11b^+^ cells were similar in low-grade and GBM tumors and the median ages at diagnosis were 44 ± 4.9 years old versus 54.3 ± 4.1 years old for low-grade and GBM, respectively (Extended Data Fig. 9b,c). Median survival of GBM patients was 73.8 weeks and undefined for the low-grade patients (Extended Data Fig. 9d). Flow cytometry revealed that GBM immune profiles are distinct from low-grade gliomas. Notably, higher numbers of microglia are observed in low-grade gliomas than in GBMs, the latter having higher numbers of PMN-MDSCs, intermediate monocytes and macrophages (Fig. 8a–d). Neither gender, anatomical location nor IDH1 mutant status correlated with these differences (Fig. 8c,d and Extended Data Fig. 9e-j).

**Fig. 8:**
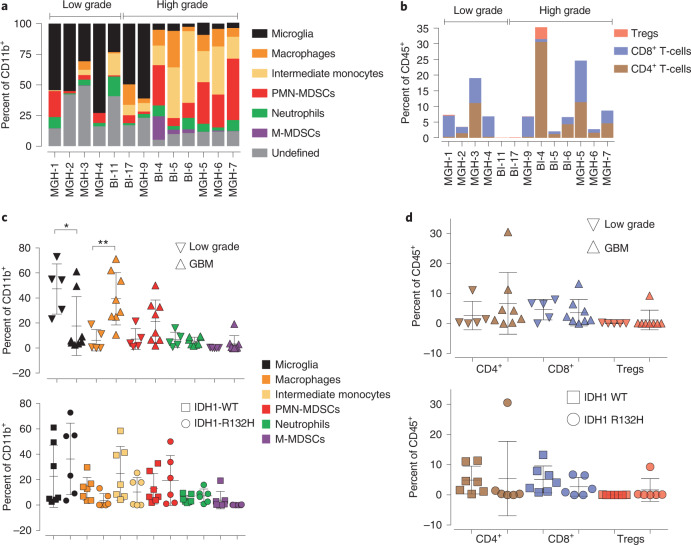
Patient immune heterogeneity in low-grade gliomas and GBMs. **a**, Flow cytometry from low-grade and GBM patient tumor samples analyzed for the indicated cell types. **b**–**d**, Flow cytometry of tumors in **a** for Tregs, CD4+ and CD8+ lymphocytes (**b**), the indicated cell types as percent of CD11b^+^ population in low-grade and GBM tumors and IDH1 R132H mutant and IDH1 wild-type gliomas (**c**); note that in low-grade and GBM panel, monocytes and macrophages were combined and for Tregs, CD4^+^ and CD8^+^ lymphocytes in low-grade, GBM, IDH1 R132H mutant and IDH1 wild-type gliomas (**d**). Data are presented as biologically independent tumours. *n* = 5 and 8 low-grade and GBM, respectively. *P = 0.04, **P = 0.007 unpaired *t* test, two-tailed. Source data

## Discussion

GBM is an aggressive and universally fatal primary brain cancer. Clinical progress remains restricted because we lack comprehensive knowledge of the evolution of GBM tumor and immune cells during treatments. Such information is unattainable using patient GBM samples due to the inherent difficulties in performing longitudinal surgical samplings. To overcome these roadblocks, we performed scRNA-seq on a genetically engineered EGFR-driven mouse GBM model and flow cytometric analyses of mouse and patient GBM samples to determine their immunological cellular landscape at various stages of disease evolution and during SOC therapies.

The most striking observation of our studies was the changes in immune cell composition as GBM developed. We uncovered an immune microenvironment progression from ‘M1’-like proinflammatory microglia early during GBM tumorigenesis and in low-grade glioma tumors from patients, towards an ‘M2’-like protumorigenic macrophage-centric infiltration in the advanced stages of GBM in the mouse model and in patient samples. These transitions parallel a breakdown of the BBB and an explosive growth of EGFR^+^ cancer cells.

MDSCs are immature myeloid cells with immunosuppressive and tumor-promoting properties that accumulate in tumors^36^. MDSCs are associated with poor outcomes and correlate negatively with response to chemotherapy, immunotherapy and cancer vaccines^37–40^. In our studies, we observed that PMN-MDSCs expressed high levels of *Csfr3*, *Ccr1*, *Cxcr2* and *Cxcr4*, whereas *Cxcl12*, the ligand for *Cxcr4*, was expressed preferentially in CD45^−^ GBM endothelial cells, unraveling a previously unidentified mechanism for recruitment of immunosuppressive MDSC into the GBM microenvironment. Thus, GBM progression might not simply reflect the development of cancer cell resistance and escape from chemoradiotherapy, but might be the direct consequence of immunosuppressive mechanisms induced by an accumulation of MDSCs.

Another key finding from our work is the identification of the immune cell types expressing many cytokines and their receptors in GBM. In our model, the bulk of cytokines and their receptors are expressed in CD45^+^ cells with few from EGFR^+^ cancer cells. We also uncovered a potential circuitry between *Cxcl12* positive endothelial cells and *Cxcr4* positive PMN-MDSCs, perhaps facilitating MDSC recruitment and infiltration. Although *Cxcl12* and *Cxcr4* expression has been reported previously in GBM^41–45^, our results of *Cxcr4* positive intratumoral PMN-MDSCs reveal a potential axis for therapeutic intervention, in particular in the context of checkpoint inhibition^46–48^.

Finally, an important advancement is the discovery of a highly proliferating population of GBM-associated microglia, which may play a decisive role in activating emergency myelopoiesis in GBM patients and recruit BM-derived immunosuppressive myeloid cells to the GBM TME. More in-depth molecular analyses of this population are required. Collectively, our results offer a unique view of the dynamics of immune and nonimmune cells during GBM initiation and progression and point to new areas for therapeutics development.

## Methods

### Study design

These were prospective studies in genetically engineered mouse models and GBM patient samples designed to study the longitudinal changes in the cellular composition and transcriptomes of the immune microenvironment of mouse GBM. For the single cell RNA-seq study, normal brain controls (*n* = 2 samples, each pooled from two mice), Early GBM samples (*n* = 4 samples each pooled from two independent mice or tumors) and Late GBM samples (*n* = 3, single tumor per mouse) (see Supplementary Table 1). Patient samples were obtained postsurgery and completely deidentified. For flow cytometry analyses, cohorts of mice were initiated and GBM growth parameters monitored using BLI.

### Genetically engineered mouse models

All mouse procedures were carried out in accordance with Beth Israel Deaconess Medical Center recommendations for care and use of animals and were maintained and handled under protocols approved by Institutional Animal Care and Use Committee (IACUC). EGFR conditional transgenic mice (*Mus musculus musculus*) were generated as described^2–4^ and crossed with Cdkn2A^[−/−49^, PTEN flox/flox^50^ and conditional luciferase reporter transgenic mice^8^. Animals are kept on a mixed genetic background composed of C57Bl/6J, 129S4, FVBN/J, SJL and Balb/cJ. Brainbow 2.1 mice^15^ were obtained from Jackson Laboratory and crossed to EGFR conditional transgenic mice. A 1:1 ratio of 12- to 16-week-old males and females were used in all experiments. Mice were housed using a ventilated cages system on a 12-h light/12-h dark cycle at an ambient temperature of around 25 °C with 40–60% humidity.

### Human samples

All human GBM samples were collected according to procedures approved by institutional review board protocol nos. 2017P001581 (MGH) and 2017P000635 (BIDMC). All patients signed written consent forms and were not compensated. Demographics of study patients can be found in Supplementary Table 3. Freshly excised patient GBM samples were processed as indicated below for mouse tissues to isolate single cell suspensions and processed for flow cytometry as described below. Information on the antibodies used for flow cytometry can be found in Supplementary Tables 4 and 5. Antibody combinations against the following target antigens were used to define these cell types: PMN-MDSC, neutrophil, granulocyte, CD45^+^; CD11b^+^; Ly6G^+^; Ly6C^+^; M-MDSC, monocyte, CD45^+^; CD11b^+^; Ly6G^–^; Ly6C^+^; tumor-associated macrophages, CD45^+^; CD11b^+^; Ly6G^−^; Ly6C^−^; CD4 T-cell, CD45^+^; CD3^+^; CD4^+^; CD8 T-cell, CD45^+^; CD3^+^; CD8^+^; Treg, CD45^+^; CD3^+^; CD4^+^; Foxp3^+^.

### Virus production and protocol

The pTyf TGFa-IRES-iCre and pTyf -iCre lentivirus plasmids were produced at high titer for intracranial injection by transient transfections in HEK293T (ATCC CRL-3216) cells as follows: HEK293T cells were seeded in 4 × 15 cm^2^ culture plates at a density of 40–50% confluency and maintained in DMEM supplemented with 10% FBS and antibiotics. For each 15-cm^2^ culture plate, lentivirus was produced by cotransfection of 20 μg lentiviral transducing vector, 15 μg of ΔR8.9 packaging vector and 10 μg of VSV-G envelope vector using TransIT-LT1 transfection reagent (Mirus) according to the manufacturer’s instructions. After 72 h post-transfection, the virus-containing medium was collected and pooled. Conditioned medium was concentrated using 40 μm Amicon filters (Millipore). The viral stock was further concentrated by ultracentrifugation at 100,000*g* for 1.5 h. The concentrated virus was resuspended in 0.1 ml PBS, aliquoted and stored at −80 °C. To determine the functional titer, a dilution series of pTyf TGFa-IRES-iCre high titer viral preparations were used to infect a Tdt-tomato expressing cell line using a final concentration of 8 μg ml^−1^ of polybrene. At 48 h postinfection, cells were harvested, washed with PBS and analyzed via flow cytometry. A dilution series of commercially available adenoviral-Cre was used as a positive control for titration.

### Stereotactic injections

We performed stereotactic injections on adult animals (6–12 weeks of age). Mice of the indicated genotype were anesthetized with an intraperitoneal injection of Ketamine/Xylazine (ketamine 100–125 mg kg^–1^, xylazine 10–12.5 mg kg^–1^) and mounted on a stereotaxic frame with nonpuncturing ear bars. The incision site was shaved and sterilized with betadine and ethanol surgical scrubs and a single incision was made from the anterior pole of the skull to the posterior ridge. A 1-mm burr hole was drilled at the stereotactically defined location of the striatum (1 mm rostral to the bregma, 2 mm lateral to the midline and at 2.5 mm depth to the pia surface) and a 1 μl Hamilton syringe mounted onto a Stoelting QSI (Stoelting) was used to inject the indicated Cre virus at a rate of 0.1 μl min^–1^. Following retraction of the syringe or pipette, the burr hole was filled with sterile bone wax, the skin was drawn up and sutured and the animal placed in a cage with a padded bottom atop a surgical heat pad until ambulatory.

### Bioluminescent imaging

Mice were imaged by BLI starting at 18 days postinjection for tumor detection. Isoflurane-anesthetized mice were injected intraperitoneally with 150 mg kg^–1^ d-luciferin and imaged after 10 min using a Xenogen BLI set up. A region of interest (ROI) was drawn around the head and quantitated on total luminescence (photons per second per cm^2^ per seridan (p cm^–2^ s^–1^ sr^–1^)). Mice were monitored biweekly until tumor development, or weekly after tumor development.

### IR/TMZ treatments

Mice were imaged until luminescence reached 10^7^ p cm^–2^ s^−1^ sr^−1^ and enrolled in treatment groups. TMZ was resuspended at 2.5 mg ml^−1^ or 66.67 mg ml^−1^ in OraPlus oral suspension medium and mice were dosed via oral gavage at 10 μl g^−1^ for a final dosage of 25 mg kg^−1^ or 66.67 mg kg^−1^, respectively. For survival studies mice were dosed daily until moribund, for timepoint studies mice were dosed for 1 week and harvested at 72 h following the final treatment.

For irradiation, mice were anesthetized with ketamine/xylazine (ketamine 50–100 mg kg^−1^, xylazine 5–6 mg kg^−1^) to immobilize them in the apparatus. Mice were placed in the X-RAD x-ray irradiator with only their head in the field of irradiation. Mice were protected from stray radiation to the body with a sheet of lead formed loosely around them. Following radiation treatment, mice were placed on a heated pad and observed until ambulatory. Treatment regime for radiation is 2 Gy for 5 days, 2 days off, followed by 2 Gy for a further 5 days. Mice for moribund harvest are monitored until moribund, timepoint mice are harvested 72 h following the final treatment.

### Brainbow immunofluorescence

GBM tumor-bearing mice were perfused with PBS to flush out circulating blood cells, and then perfused with freshly made 4% paraformaldehyde. Brains were harvested and postfixed in 4% paraformaldehyde at 4 °C overnight. Brains were then transferred to 20% sucrose at 4 °C overnight for cryoprotection, followed by 30% sucrose. Sections (50 μm) cut using a microtome were mounted and rehydrated in PBST (PBS 1% Tween20) for 10 min before slides were mounted using ProLong Gold Anti-fade mountant with 4,6-diamidino-2-phenylindole and cured overnight. Slides were imaged on Zeiss 880 upright confocal microscope and analyzed using Fiji software. The fluorescence intensity threshold was set for each image to identify signal above background fluorescence. A pixel count of masks for each color was quantitated using Image J and normalized to total fluorescent pixels per image. A minimum of four fields of view per section was quantitated and a minimum of four sections per tumor were analyzed.

### Single-cell tumor harvesting

Tumors were dissociated as described above, and a small aliquot was taken for flow cytometry analysis and stained for innate and adaptive immune cell markers. The remaining sample was stained with CD45 and Zombie Yellow fixable viability dye. Cells were washed with RNase-free PBS with 0.1% BSA and immediately sorted on a fluorescence-activated cell sorting (FACS) Aria Cell Sorter for viable CD45^+^ and CD45^–^ populations into ice-cold RNase-free PBS with 0.1% BSA. A minimum of 1 million CD45^+^ and CD45^–^ cells were harvested when possible, to account for the low capture rate of InDrop system. If fewer cells were available, then two samples were pooled; this occurred for both normal brain samples and for each of the Early samples. Cells were then filtered through a 70 μm filter and brought to the Harvard Medical School Single Cell Core (https://singlecellcore.hms.harvard.edu) where they were run on an InDrop system with the goal of encapsulating 10,000 cells per sample. Following encapsulation, we performed a reverse transcription reaction and prepared libraries^51^. As per core recommendation, four libraries per 10,000 cells were prepared. Following harvest of all samples, libraries were sequenced using the NextSeq and Novaseq systems with 16 and 32 libraries per sequencing run, respectively, so that the depth of sequencing was calculated to be around 25,000 genes per cell.

### Brain tumor flow cytometry

Mice were perfused with 10 ml PBS, the brain was harvested and cerebellum removed. Brain tissue was minced and resuspended in 1.5 mg ml^−1^ collagenase in Hanks’ Balanced Salt Solution (HBSS) with calcium and magnesium. Mixture was incubated rotating at 37 °C for 30 min, with gentle dissociation using a P1000 pipette halfway through to break apart large pieces. Dissociated cell mixture was filtered through a 100 μm filter and diluted with HBSS. All washes were pelleted at 400*g* for 5 min. The mixture was resuspended in 30% Percoll in PBS for myelin removal at 700*g* for 15 min with the brake on low. The myelin layer was removed and the mixture diluted and pelleted at 400*g* for 5 min. Red blood cells were lysed using Biolegend red blood cell (RBC) lysis buffer according to the manufacturer’s protocol. Cells were blocked with Fc block for 5 min and stained with antibodies and Biolegend Zombie fixable viability dye. Cell surface antigens were stained 30 min at 4 °C in the dark. Cells were washed twice and fixed using eBioscience FoxP3 intracellular staining kit according to the manufacturer’s protocol. Cells were then stained with intracellular antibodies for 30 min at 4 °C in the dark. Cell suspensions were washed twice and resuspended in PBS for analysis. A minimum of 20,000 events were collected on a Beckman Coulter Gallios flow cytometer with acquisition software Kaluza (v.1.1.3) or BD LSR Fortessa with acquisition software FACSDiva (v.8.1) and analyzed using FlowJo (v.10.5.3). We performed compensation using Invitrogen Ultracomp ebeads Compensation Beads, which were stained with appropriate antibody and analyzed on the same voltage and settings. Spleen tissue was harvested by mechanical dissociation and filtered through a 100 μm filter before RBC lysis and stained using the same protocol. BM was flushed from the femur and filtered before staining. A microglia gating strategy was used based on the finding that CD45 high and low are adequate markers in mouse to differentiate between macrophages and microglia, respectively, and P2ry12 was found to be a good secondary marker to confirm microglial identity^52^. MDSCs were identified using Ly6G^+^Ly6C^+^ and Ly6G^–^Ly6C^+^ for PMN-MDSCs and M-MDSCs, respectively^53^. The antibodies used in flow cytometry can be found in Supplementary Tables 4 and 6. Antibody combinations against the following target antigens were used to define these cell types: macrophages, CD45^hi^CD11b^+^Ly6C^−^Ly6G^−^P2ry12^−^; microglia, CD45^lo^CD11b^+^Ly6C^−^Ly6G^−^P2ry12^+^; PMN-MDSCs CD45^+^CD11b^+^Ly6c^+^Ly6G^+^; M-MDSCs, CD45^+^CD11b^+^Ly6c^+^Ly6G^−^; CD8^+^ T cells, CD45^+^CD3^+^CD8^+^CD4^−^; CD4^+^ T cells, CD45^+^CD3^+^CD4^+^CD8^−^; Treg cells, CD45^+^CD3^+^CD4^+^CD8^−^Foxp3^+^, tumor cells, CD45^−^ hEGFR^+^.

### BM cells and splenocytes isolation

Preparation and staining from BM and splenic cells were done as described^24^. Briefly, cells from BM were isolated by flushing the femur of the indicated mice with PBS. ACK lysis was applied for 1 min and cells were washed three times with PBS 1× supplemented with 10% FBS followed by staining with the indicated antibodies and flow cytometry. Single cells were isolated from spleen by mashing on 70 μm filters followed by ACK lysis for 2 min and washing with PBS 1× supplemented with 10% FBS. Single-cell suspensions were plated in 96-well plates. We performed surface staining at 4 °C for 15 min with the flow antibodies listed in Supplementary Table 4. For intracellular staining, Cytofix/Cytoperm and Permwash staining kit (BD Pharmingen) were used according to the manufacturer’s instructions. We performed intracellular staining 4 °C for 30 min with flow antibodies listed in Supplementary Table 4.

### Cell cycle and 5-ethynyl-2′-deoxyuridineanalysis by flow cytometry

To determine the rate of proliferation in tumor microglia, 5-ethynyl-2′-deoxyuridine (EdU) at 100 mg kg^−1^ dose was administered in tumor bearing mice (EGFR WT) intraperitoneally at 16 and 4 h before harvest. After perfusion, tumor-bearing side as well as the contralateral side of brain were harvested, and the cerebellum removed. Brain was minced into small pieces and resuspended in 1.5 mg ml^−1^ collagenase IV in HBSS with calcium and magnesium. The mixture was incubated rotating at 37 °C for 30 min, with gentle dissociation using a P1000 pipette halfway through to break apart large pieces and enhance cell dissociation. The dissociated cell mixture was filtered through a 100 μm cell strainer, diluted with HBSS and pelleted at 400*g* for 5 min. The pellet was resuspended with 30% Percoll in PBS and centrifuged at 700*g* for 15 min with low brake to facilitate myelin removal. After myelin removal, the mixture was washed in PBS and pelleted at 400*g* for 5 min. RBCs were lysed using Biolegend RBC lysis buffer according to the manufacturer protocol. *N* = 4 mice were pooled per sample. Age-matched nontumor mice served as controls.

Throughout the experiment, RNase-free reagents were used, and all buffers contained 0.0025% RNasin Plus (Promega). Cells were stained with Zombie Yellow fixable viability dye (Biolegend) in PBS for 20 min in the dark on ice. Cells were washed once with PBS and blocked with Fc block for 5 min. Cell surface antigens (CD45 and P2RY12) were stained with antibodies for 30 min at 4 °C in the dark. Cells were washed twice with FACS buffer (1× RNase-free PBS(Invitrogen), 2% RNase-free BSA (VWR) and 0.0025% RNasin Plus) and fixed for 10 min at 4 °C with 2% paraformaldehyde using fixative provided with the EdU labeling kit (Invitrogen). Cells were permeabilized in saponin based permeabilization buffer (1× permeabilization buffer, 2% RNase-free BSA (VWR) and 0.0025% RNasin Plus). EdU-labeled cells were stained using a Click-IT reaction with Alexa Fluor 488 nm-azide (Click-iT Plus EdU Flow Cytometry Kit, Invitrogen) for 20 min at 4 °C in the dark. Cells were washed twice with 1× permeabilizing buffer containing 0.0025% RNasin Plus and resuspended in FACS buffer for FACS.

Cells were placed on ice at all times until sorting. Cells were sorted in 500 μl FACs buffer (containing 1× RNase-free PBS, 2% RNase-free BSA and 0.0025% RNasin Plus). Beckman Coulter MoFlo AstriosEQ was using for cell sorting using a 120 μm nozzle. A minimum of 50,000 events were collected at Beckman Coulter Gallios flow cytometer and analyzed using FlowJo. Compensation was performed using Invitrogen Ultracomp ebeads Compensation Beads, which were stained with specific antibody and analyzed on the same voltage and settings. All samples were acquired under the same setting and analyzed using same gating strategy as shown in Extended Data Fig. 3c. Total RNA was isolated using miRNeasy FFPE Kit (Qiagen), using manufacturer protocol with some modifications. Briefly, cells were pelleted and resuspended in 240 μl of PKD/Proteinase K solution at RT, mixed, and incubated at 56 °C for 45 min. Samples were centrifuged at 16,000*g* for 20 min. Supernatant was transferred to a new 1.5 ml Eppendorf tube and 10 μl of DNase Booster Buffer and 10 μl of DNase I stock solution were added for DNase treatment for 15 min. RBC buffer (500 μl) RBC buffer was added and mixed by pipetting several times; 1,200 μl ethanol was then added and mixed. Finally, the samples were passed through MinElute spin columns, washed three times with 500 μl RPE Buffer. RNA was eluted into 15 μl of RNase-free water and processed for bulk RNA-seq analysis as described below.

For cell cycle analysis, cells were stained with extracellular markers CD45, CD11b and P2ry12 and then fixed and kept in permeabilization buffer and stained with FxCycle Far Red for 20 min to label DNA content before flow cytometry analysis. DNA content stain was visualized on a linear axis and cells were read at the lowest flow rate for clear distinction in 2*N* versus 4*N* cells.

### Single-cell analysis pipeline

Bioinformatic analyses were performed by the Joslin Diabetes Bioinformatics Core. Gene counts were generated by RapMap aligner^54^ of bcbio-nextgen pipeline using the mouse GRCm38 transcriptome (Ensembl v.94). To distinguish between droplets containing cells and ambient RNA, we used Monte Carlo simulations to compute *P* values for the multinomial sampling transcripts from the ambient pool^55^. First, we assumed that some barcodes correspond to empty droplets if their total unique molecular identifier (UMI) counts are at or below 150. We then called cells at a false discovery rate (FDR) of 0.1%, meaning that no more than 0.1% of our called barcodes should be empty droplets on average. The number of Monte Carlo iterations determines the lower bound for the *P* values^56^. There are no nonsignificant barcodes that are bounded by iterations, which indicated there was no need to increase the number of iterations to obtain even lower *P* values. We computed the maximum contribution of the ambient solution to the expression profile for cell-containing droplets. First, we estimated the composition of the ambient pool of RNA based on the barcodes with total UMI counts less than or equal to 150 for each gene in each sample. Second, we computed the mean ambient contribution for each gene by scaling the ambient pool by some factor. Third, we computed a *P* value for each gene based on the probability of observing an ambient count equal to or below that in cell-containing droplets based on Poisson distribution. Fourth, we combined *P* values across all genes using Simes’ method. We performed this for a range of scaling factors and identified the largest factor that yields a combined *P* value above threshold 0.1 so that the ambient proportions are the maximum estimations.

To remove ambient contamination, we transformed and normalized the data for each sample using the R package sctransform^57^ and performed principal component analysis (PCA) on the integrated data. To cluster the cells, we construct a K nearest neighbor (KNN) network of the cells based on the Euclidean distance in the space defined by the top principal components (PCs) selected by Horn’s parallel analysis^58^. We refined the weights of the connection between pairs of cells based on their shared overlap in their local neighborhoods, that is, Jaccard similarity. To cluster the cells, we applied modularity optimization techniques, that is, the Louvain algorithm. We removed ambient RNA contamination from the cluster-level profiles and propagated the effect of those changes back to the individual cells using the removeAmbience function of the R package DropletUtils^55^. Doublets were identified using the R package scDblFinder and then removed from the downstream analysis. Briefly, thousands of doublets were first simulated by adding together two randomly chosen single-cell profiles. For each original cell, the density of simulated doublets in the surrounding neighborhood was computed. The simulated doublet density was then combined with an iterative classification scheme. For each observed cell, an initial score was computed by combining the fraction of simulated doublets in its neighborhood with another score based on coexpression of mutually exclusive gene pairs^59^. A threshold was chosen that best distinguishes between real and simulated cells, allowing us to obtain putative doublet calls among the real cells. Cell clustering and marker gene identification: we visualized quality control (QC) metrics as violin plots^60^ that included the number of genes (nFeature), number of UMI (nCount) and percentage of mitochondrial UMI (percent_mt). We used the QC metrics to filter cells that have less than 500 UMI (low-quality cells), less than 500 features (low-quality cells) and more than 20% mitochondrial UMI (dying cells).

Integrating batch 1 and 2 data: we considered batch 1 and 2 as two independent datasets. Seurat includes a set of methods to match shared cell populations across datasets. These methods first identify cross-dataset pairs of cells that are in a matched biological state (‘anchors’) that can be used both to correct for technical differences between datasets (that is, batch effect correction) and to perform comparative scRNA-seq analysis of across experimental conditions^61^. We split batch 1 and 2 into two datasets. We transformed and normalized the split datasets separately using the R package sctransform^57^. We identified the ‘anchors’ and use these anchors to integrate the two datasets together. We performed PCA on the integrated data and only the top 3,000 variable genes were used as input. We performed UMAP analysis using the same top PCs as input to the clustering analysis.

We classified the cell cycle phases using the cyclone function of the R package scran^62^. Searching for DEGs (cluster biomarkers), we found markers for every cluster compared with all remaining cells using the Wilcoxon Rank Sum test, and reported those with a log_2_FC threshold of 0.25 and expressed in more than 10% of the cells. To identify cell type, we used an automatic tool, SCSA^63^, to annotate cell types for all cell clusters. It selects cell cluster markers with a *P* value cutoff of 0.01. Selected markers were then compared with cell type specific markers in the CellMarker database^64^. If the *z*-score of the first predicted cell type is more than twice as much as the second predicted cell type, or the *z*-score of the second predicted cell type is negative, the first predicted cell type is considered a ‘good’ prediction by SCSA. If the *z*-score of the first predicted cell type is less than twice as much as the second predicted cell type, we manually selected the one that is likely found in brain tissue or the one that belongs to immune cells.

### PDGFRA and GAL-1 positive GBM populations

Tumors were dissociated into single-cell suspensions as described above. Single-cell suspensions were stained with antibodies EGFR PerCP Cy5.5 (clone: AY13, Biolegend), with either PDGFR APC (clone: APA5, BD Biosciences) or Galectin-1 PE (R&D systems). Cell surface antigens are stained for 30 min at 4 °C in the dark. Cells were washed with RNase-free PBS with 0.1% BSA and immediately sorted on a FACS Aria Cell Sorter for EGFR^+^PDGFR^–^, EGFR^+^PDGFR^+^, EGFR^+^Galectin-1^+^ and EGFR+Galectin-1^–^ populations. Sorted cells were resuspended immediately in Qiagen RLT buffer. RNA was isolated using the Qiagen RNeasy Micro kit as per the manufacturer’s protocol and eluted using 14 μl RNase-free water.

### Bulk RNA-seq analyses

RNA isolated from flow cytometry sorted cells was processed for bulk RNAseq as follows: libraries were prepared using SMARTer Stranded Total RNAseq v.3 Pico Input Mammalian sample preparation kits from 1 ng purified total RNA according to the manufacturer’s protocol. The finished dsDNA libraries were quantified by Qubit fluorometer and Agilent TapeStation 4200. Uniquely dual indexed libraries were pooled in an equimolar ratio and shallowly sequenced on an Illumina MiSeq to further evaluate library quality and pool balance. The final pool was sequenced on an Illumina NovaSeq 6000 paired-end 150 bp reads (for the EdU-labeled experiment) or a High Output Illumina NextSeq550 (for the PDGFRA and GAL-1 experiment) at the Dana-Farber Cancer Institute Molecular Biology Core Facilities. The reads were trimmed for adapters and poly(A/T) tails, and then filtered by sequencing Phred quality (≥ Q15) using fastp^65^. Mouse genome sequences and gene annotation were downloaded from the UCSC goldenPath, v.mm39. We then used the genomeGenerate module of the STAR aligner^66^ to generate the genome indexes. STAR aligner option sjdbOverhang = 74 for 75 bp reads.

We aligned the adapter-trimmed reads to the genome using STAR aligner with the two-pass option. Reads are mapped across the genome to identify novel splice junctions in the first-pass. These new annotations are then incorporated into the reference indexes and reads are realigned with this new reference in the second pass. While more time-intensive, this step can aid in aligning across these junctions, especially in organisms where the transcriptome is not as well annotated. Alignments were assigned to genomic features (that is, the exons for spliced RNAs) by using featureCounts^67^. Multi-mapping reads are counted as fractions. To filter out low expressing genes, we kept genes that have counts per million (CPM) more than 1 in at least three samples; there were 18,180 genes (PDGFRA/GAL1 experiment) and 14,727 genes (for the EdU experiment) after filtering. 

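The deposited values of the PDGFRA and GAL1 experiment hold this number of genes. Recomputed from the log2 values, 60 of them had a normalized CPM above 1 in fewer than 3 samples.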

We then normalized counts by weighted trimmed mean of M-values (TMM)^68^. If no normalization is needed, all the normalization factors will be 1. We used normalization factors between 0.84 and 1.15. 

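The ratio of effective to recovered library size, a measure of these factors read from the log2 values of the 12 libraries, ran from 0.841 in the GAL1+ library of T5 to 1.155 in the GAL1- library of T3. In GAL1+ cells the highest ratio was 0.974 and in GAL1- cells the lowest was 1.09. Between 41.3% and 59.2% of the values in a library are whole reads. The gene with the largest share of reads was *mt-Rnr2* in all 12 libraries, with 5.69% to 9.47%.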

To use linear models in the following analysis, we performed Voom transformation^69^ to transform counts into logCPM, where logCPM=log_2 (10^6^ × count/(library size × normalization factor)). Voom transformation estimates the mean-variance relationship and uses it to compute appropriate observation-level weights so that more read depth gives more weight. To get an overall view of the similarity and/or difference of the samples, we performed PCA. We then adjusted for the tumor effects and recalculated the PCA analysis using the adjusted data. 

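In a PCA of all genes in the 12 libraries of the PDGFRA and GAL1 experiment, PC1 held 58.5% of the variance and PC2 11.4%. On PC1 the GAL1- libraries lay between −133 and −89.0, the PDGFRA+ libraries between −46.7 and 9.33 and the GAL1+ libraries between 63.8 and 120. The PDGFRA- libraries of T3 and T4 lay at −13.5 and −16.8, and that of T5 at 82.4, among the GAL1+ libraries. After removal of the tumor effect with limma, PC1 held 70.9% and PC2 8.38%, and the PDGFRA- libraries lay between −21.3 and 51.0. The choice of the 500 genes with the largest variance moved the share of PC1 in the unadjusted PCA most, to 70.2%.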

To discover DEGs, we use limma, an R package that uses linear models to power differential expression analyses^70^. We performed moderated *t*-tests to detect genes that are deferentially expressed between groups, with the tumors as covariates. We performed GSEA^71^ using the microglia sensome gene sets^22^. GSEA for Reactome. We perform GSEA using the Reactome, and the lists of all genes’ Z-scores of each comparison.

### Mouse microglia RNAseq comparison analysis

Data from Bennett et al^72^ were acquired from SRA under accession number SRP068621. The downloaded data are paired-end fastq files and each pair should have the same number of matched reads. However, for these data, there are different numbers of reads in each file (probably because some reads fail QC). Therefore, we synchronized the paired-end fastq files and separated unmatched reads using fastq-pair. RNA-seq raw reads were 75-bp unstranded paired-end reads. The reads were trimmed for adapters and filtered by sequencing Phred quality (≥ Q15) using fastp^65^. A count table was generated by aligning reads to the mouse transcriptome (Ensembl v.104) using kallisto^73^ and converting transcript counts to gene counts using tximport^74^. These samples had an average alignment rate of ~57%. To filter out low expressing genes, we kept genes that have CPM more than 0.5 in at least 1 sample; there were 19,050 genes after filtering. We then normalized counts by weighted TMM^68^. If no normalization was needed, all the normalization factors will be 1. Here, the normalization factors were between 0.53 and 1.37. To use linear models in the following analysis, we performed Voom transformation as above. We performed Spearman correlation tests between different ages of mouse microglia, central nervous system myeloid, whole-brain gene expression and our microglia gene expression.

### Define M1-like/M2-like phenotypes

GSEA was used to define the M1-like proinflammatory and M2-like anti-inflammatory phenotypes of clusters. Genes associated with ‘classically activated’ (M1-like) macrophages and microglia include Ccl5, Ccr7, Cd40, Cd86, Cxcl9, Cxcl10, Cxcl11, Ido1, Il1a, Il1b, Il6, Irf1, Irf5 and Kynu, and genes associated with an ‘alternatively activated’ (M2-like) anti-inflammatory phenotype are Ccl4, Ccl13, Ccl18, Ccl20, Ccl22, Cd276, Clec7a, Ctsa, Ctsb, Ctsc, Ctsd, Fn1, Il4r, Irf4, Lyve1, Mmp9, Mmp14, Mmp19, Msr1, Tgfb1, Tgfb2, Tgfb3, Tnfsf8, Tnfsf12, Vegfa, Vegfb and Vegfc^31^.

### qPCR analysis of cytokine expression

Cells were sorted on CD45 expression as above and immediately resuspended in Qiagen RLT buffer. RNA was isolated using the Qiagen RNeasy Micro kit as per manufacturer protocol and eluted using 12 μl of RNase-free water. RNA (35 ng) was used for RT reaction using the SuperScript III cDNA synthesis kit according to the manufacturer’s protocol. Primers were found in the literature as cited or from Primerbank^75–77^ and can be found in Supplementary Table 7. Primer pairs were optimized for appropriate concentrations by agarose gel to assess for a single product of expected size and minimal dimer formation. Sybr Green was used per manufacturer protocol and run on a Stratagene Mx3000p. Expression level was determined using the ddCt method comparing CD45^+^ to CD45^–^ expression and normalizing to GAPDH.

### BBB integrity evaluation

Tumor-bearing mice at the indicated time points and nontumor-bearing mice were anaesthetized using ketamine/xylazine mixture (ketamine 100 mg kg^−1^ and xylazine 10 mg kg^−1^; intraperitoneally (i.p.)) and mice were administered a 2% solution of Evans Blue (EB; Sigma, catalog no. E2129-10G) and 2% solution NaF (F6377-100G) intravenously at a dose of 4 ml kg^−1^ of body weight^30^ through the retro-orbital plexus. At 30 min postinjection, mice were perfused transcardially with 0.9% NaCl until the perfusate from right atrium ran clear. Mice were decapitated and dissected into coronal sections to visualize the extravasation of tracer markers. Each region was weighed and then homogenized in 0.75 ml PBS and 0.25 ml 100% trichloroacetic acid (Sigma Aldrich, catalog no. T6399-100G). Fluorescence of the extravasated dye was determined by spectrophotofluorometry (excitation at 620 nm and emission at 680 nm for EB and excitation at 440 nm and emission at 525 nm for NaF) and expressed as micrograms per gram of brain tissue using standard curves for EB and NaF.

Gad-enhanced magnetic resonance imaging (MRI) was performed using a small animal MRI device (Bruker Biospec 94/20, Bruker) equipped with an 84 mm quadrature transmit volume coil and a four-element mouse head array. Animals were anesthetized with isoflurane in oxygen and situated on the MRI bed with respiratory monitoring and thermal support provided by a warm air circulator. For tumor volume quantitation, images of the brain were acquired in axial and coronal planes using a RARE (rapid acquisition with refocused echoes) pulse sequence with T1 and T2 weighting. Axial T1-weighted images used TR/TE = 800/23 ms, 0.8 mm slice thickness and 125 μm in-plane resolution. Coronal T1-weighted images had TR/TE = 863/23 ms, 0.8 mm slice thickness and 156 μm in-plane resolution. Axial T2-weighted images had TR/TE = 1800/33 ms, 0.6 mm slice thickness and 125 μm in-plane resolution, while coronal T2-weighted images were acquired with TR/TE = 44/2,246 ms, 0.6 mm slice thickness and 156 μm in-plane resolution. T1-weighted images were acquired with eight signal averages, and T2-weighted images had four signal averages. All images had RARE factor 8. For assessment of tumor permeability, anesthetized animals were given 0.2 mmol kg^−1^ of gadoteridol (ProHance) i.p., dissolved in approximately 100 μl sterile saline. The mice were then placed promptly in the MRI device, and following acquisition of scout images for localization of the relevant anatomy, T1-weighted RARE images were acquired with RARE factor 4, TR/TE = 500/16 ms, 0.8 mm slice thickness, 125 μm in-plane resolution and four signal averages. For each animal, the first T1-weighted images were acquired at exactly 10 min following contrast administration. To assess contrast uptake and washout, imaging was repeated every 1–2 min for 30 min. Images were analyzed using Horos DICOM viewer. Three independent measurements from a minimum of two MR slices were used to collect Gd-enhanced data. Volumes of T2 weighted images were calculated by establishing ROI on serial slices.

### EGFR immunohistochemistry

Deeply anesthetized animals were perfused transcardially with cold PBS. Brains were excised, rinsed in PBS and serial coronal sections cut using a brain mold. Thick sections were postfixed in 4% paraformaldehyde overnight. Formalin-fixed tissues were embedded in paraffin, sectioned at 5–10 μm, and stained with hematoxylin and eosin (Sigma) for histopathological analysis. For immunohistochemistry (IHC), cut sections were deparaffinized and rehydrated through a xylene and graded alcohol series and rinsed for 5 min under tap water. Antigen target retrieval solution (Dako, catalog no. S1699) was used to unmask the antigen (microwave for 10 min at low power then cooled down for 30 min) followed by three washes with PBS for 5 min each. Quenching of endogenous peroxidase activity was performed by incubating the sections for 10 min in 0.3% H_2_O_2_ in methanol followed by PBS washes. Slides were preincubated in blocking solution (5% (v/v) goat serum (Sigma) in PBS 0.3% (v/v) Triton-X100) for 1 h at room temperature, followed by mouse-on-mouse blocking reagent (Vector Labs, Inc., catalog no. MKB-2213) incubation for 1 h. Primary antibody was incubated for 24 h at 4 °C. Secondary antibodies used were biotinylated anti-rabbit or anti-mouse (1:500, Vector Labs, Inc.) for IHC and were incubated for 1 h at room temperature. All antibodies were diluted in blocking solution. All immunobinding of primary antibodies was detected by biotin-conjugated secondary antibodies and Vectastain ABC kit (Vector Labs, Inc.) using DAB (Vector Labs, Inc.) as a substrate for peroxidase and counterstained with hematoxylin. Anti-human EGFR primary antibodies were used (EGFR; catalog no. 28-0005, 1:200, Zymed). EGFR staining (cluster numbers and diameters in millimeters squared) was quantified from photomicrographs and Image J by two independent observers who were blind to the images. At least three fields of view per image, four images per tumor and a minimum of *n* = 3 tumors were analyzed per timepoint.

### GO analysis

To identify genes enriched in Biological Process (BP), Molecular Function (MF) and Cellular Component (CC), we utilized the Database for Annotation, Visualization, and Integrated Discovery (DAVID) v.7.0 (refs. ^78,79^) with GOTERMs BP, MF and CC. All terms with a *P* value (Benjamini or Benjamini–Hochberg adjusted) less than 0.05 were considered significant and ranked by the number of genes identified in the group.

### Statistical analyses

scRNA-seq statistical analysis was completed as described above. All other statistical analyses were performed using GraphPad Prism (GraphPad Software v.9.3.0). Values are given as mean ± s.e.m. or s.d. as indicated. Numbers of experimental replicates are given in the figure legends. When two groups were compared, significance was determined using an unpaired two-tailed *t*-test. For comparing more than two groups, one-way analysis of variance (ANOVA) was applied. Significance for survival analyses was determined by the log-rank (Mantel–Cox) test. *P* values < 0.05 are considered as statistically significant. No statistical methods were used to predetermine sample sizes, and our sample sizes were similar to those reported in previous publications^2–4^. Mice were assigned randomly to the various experimental groups described. Data collection and analysis were not performed blind to the conditions of the experiments except for analysis shown in Fig. 2b,c. Data distribution was assumed to be normal, but this was not formally tested. No datapoints were excluded from the analyses.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-022-01215-0.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Table Supplementary Tables 1–7.

## Data Availability

All data and materials used in the analysis are available in some form to any researcher for purposes of reproducing or extending the analysis. In rare instances, a material transfer agreement (MTA) may be required. scRNA-seq and bulk RNAseq data files are publicly accessible in the Gene Expression Omnibus under accession numbers GSE195848, GSE196174, GSE196175 and GSE195813. All analyses and visualizations were performed in R (v.3.6.3). Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical Source Data.
Source Data Fig. 2 Statistical Source Data.
Source Data Fig. 3 Statistical Source Data.
Source Data Fig. 4 Statistical Source Data.
Source Data Fig. 5 Statistical Source Data..
Source Data Fig. 6 Statistical Source Data.
Source Data Fig. 7 Statistical Source Data.
Source Data Fig. 8 Statistical Source Data.
Source Data Extended Data Fig. 1 Statistical Source Data.
Source Data Extended Data Fig. 4 Statistical Source Data.
Source Data Extended Data Fig. 5 Statistical Source Data.
Source Data Extended Data Fig. 6 Statistical Source Data.
Source Data Extended Data Fig. 8 Statistical Source Data.
Source Data Extended Data Fig. 9 Statistical Source Data.

# Supplementary material for: Single-cell RNA sequencing reveals evolution of immune landscape during glioblastoma progression
**Source:** Nat Immunol. 2022 May 27;23(6):971–84. doi: 10.1038/s41590-022-01215-0
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |     |           |
|-----|-----------|
| n/a | Confirmed |
|-----|-----------|
- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☒ ☐ A description of all covariates tested
  - ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Flow Cytometry: Beckman Coulter Gallios with acquisition software Kaluza (v1.1.3), BD LSR Fortessa with acquisition software FACSDiva (8.1), GraphPad Prism (GraphPad Software v9.3.0)  
R (v3.6.3)

**Data analysis** Sequencing Analysis  
Flow Cytometry and  
Patient Data Analysis: Flow cytometry quantification was performing using FLOWJo v10.5.3

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data and materials used in the analysis are available in some form to any researcher for purposes of reproducing or extending the analysis. In rare instances, a

material transfer agreement (MTA) may be required. scRNA seq and bulk RNAseq data files are publicly accessible in the Gene Expression Omnibus under accession numbers GSE195848, GSE196174, GSE196175, GSE195813. All analyses and visualizations were performed in R (v3.6.3). Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For mouse studies: scRNA seq experiments, no statistical methods were used to predetermine the sample size.<br>For all other mouse studies, a minimum of 3 biological replicates are included in each study. For survival studies, a minimum number of 4 mice are included in each arm. No statistical methods were used to predetermine sample sizes, and our sample sizes were similar to those reported in previous publications<br><br>For patient studies: no statistical methods were used to predetermine the sample size. As many patients as possible were included in the study. |
| Data exclusions | no data were excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | The results from our scRNA-seq experiments were validated by flow cytometry of independent separate cohorts of mice. All of our experiments were performed with biologically independent replicates and were successful at replicating findings.                                                                                                                                                                                                                                                                                                                                           |
| Randomization   | Mice were randomly enrolled in treatment cohorts.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | scRNA seq samples were blinded to core facility technicians during sample processing. Individuals analyzing data for Fig 2b, c were blinded to the identity of the images analyzed. For all other experiments blinding was not possible because of the nature of the experimental set up.                                                                                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

Flow cytometry antibodies used:  
Anti Mouse

Purified CD16/32 BioLegend 101302  
Lineage Cocktail FITC BioLegend 133301  
Ly-6A/E (Sca-1) PE-Fluor610 ThermoFisher Scientific 61-5981-82  
CD127 (IL-7R?) Brilliant Violet 605 BioLegend 135041  
CD117 (c-Kit) APC BioLegend 105812  
CD16/32 PerCP-Cyanine5.5 BioLegend 101323  
CD34 Brilliant Violet 421 BioLegend 119321  
CD45 APC/Cyanine7 BioLegend 103116  
CD11b PE/Cyanine7 BioLegend 101216  
F4/80 Brilliant Violet 605 BioLegend 123133  
Ly-6G Brilliant Violet 421 BioLegend 127628  
Ly-6C FITC BioLegend 128006

I-A/I-E Alexa Fluor700 BioLegend 107622  
 CD11c Brilliant Violet 510 BioLegend 117353  
 CD3 FITC BioLegend 100204  
 CD279 (PD-1) Brilliant Violet 421 BioLegend 109121  
 CD152 PE BioLegend 106305  
 CD278 (ICOS) Brilliant Violet 650 BioLegend 313549  
 CD274 (BH-H1, PD-L1) PE/Cyanine7 BioLegend 124314  
 CD366 (Tim-3) PE/Cyanine7 BioLegend 134010  
 LIVE/DEAD Fixable Aqua Dead Cell Stain Kit ThermoFisher Scientific L34957  
 Arg1 APC BioLegend 17-3697-82  
 CCR7 PE BioLegend 120106  
 CD11b PE-CF594 BD Biosciences 562287  
 CD11b PerCP/Cy5.5 BD Biosciences 101228  
 CD206 PE-cy7 BioLegend 141720  
 CD3 BV510 BioLegend 100234  
 CD3 PerCPcy5.5 BioLegend 100218  
 CD335 PE Cy7 BioLegend 137618  
 CD4 PE CF594 BD Biosciences 562285  
 CD44 APC BioLegend 103012  
 CD45 AF700 BioLegend 103128  
 CD45 APC R700 BD Biosciences 565478  
 CD45 APC Cy7 BD Biosciences 557659  
 CD49d af488 BioLegend 103611  
 CD62L PE BioLegend 104408  
 CD8 BB515 BD Biosciences 564527  
 CD8 APC Cy7 BD Biosciences 557760  
 CD80 PE Cy7 BioLegend 104734  
 CD86 af488 BioLegend 105018  
 CTLA4 PE BioLegend 106306  
 EdU AF488 Invitrogen C10632  
 EGFR (AY13) PerCPcy5.5 BioLegend 352914  
 EGFR af488 BioLegend 352907  
 FOXP3 BV421 BioLegend 126419  
 Galectin 1 PE R&D systems IC1245P  
 Galectin 9 APC BioLegend 137912  
 Granzyme B PE Cy7 ThermoFisher Scientific 25-8898-82  
 Ki67 BV421 BioLegend 652411  
 Lag3 PE Cy7 BioLegend 125226  
 LY6C APC Cy7 BioLegend 128026  
 Ly6C APC BioLegend 128016  
 LY6G PE BioLegend 127608  
 Ly6G PEcy7 BioLegend 127618  
 MHCII PerCPcy5.5 BioLegend 107626  
 MHCII BV421 BioLegend 107632  
 P2ry12 APC BioLegend 848006  
 PD-1 PerCP Cy5.5 BioLegend 109120  
 PDGFRA (APA5) APC BD Biosciences 562777  
 PDL1 PE BioLegend 155404  
 PDL2 BV421 BioLegend 564245  
 Tim3 APC BioLegend 134008  
 TNF APC Cy7 BioLegend 506344  
 Viability Zombie Yellow BioLegend 423104  
 Viability Zombie NIR BioLegend 423106  
 Vista af488 BioLegend 143720

#### Anti Human

MRP-14 FITC BioLegend 350703  
 CD49d APC BioLegend 304308  
 CD33 PE-CF594 BD Biosciences 562492  
 CD16 Alexa Fluor700 BioLegend 302025  
 HLA-DR-PE/Cy7 BioLegend 307615  
 CD15 PerCP/Cy5.5 BioLegend 323019  
 CD45 APC-H7 BD Biosciences 560274  
 CD14-VioBlue Miltenyi Biotec 130-098-058  
 CD4 PE-CF594 BD Biosciences 562316  
 CTLA-4 PE eBioscience 12-1529-42  
 CD45 Alexa Fluor700 Biolegend 368513  
 TIM3 (CD366) APC Biolegend 345012  
 FOXP3 PE-Cy7 eBioscience 25-4777-42  
 Human TruStain FcX Biolegend 422301  
 CD45 Alexa Fluor700 Biolegend 304023  
 HLA-DR FITC BD Biosciences 562008  
 CD8 BB515 BD Biosciences 564526  
 CD3 BV510 BD Biosciences 563109  
 CD11b/Mac-1 PE BD Biosciences 561001

PD-1 (CD279) PerCP-Cy5.5 BD Biosciences 561273  
 LAG-3 (CD223) PE/Cy7 Biolegend 369310  
 CD14 PE-Vio770 Milentyi Biotech 130-098-074

#### Validation

All anti mouse antibodies were validated and optimized on mouse tissues and all anti human antibodies were validated and optimized on human tissues by the source companies as they are all commercially available. All antibodies used were evaluated by the manufacturers as provided on their websites.

## Eukaryotic cell lines

Policy information about [cell lines](#)

#### Cell line source(s)

for HEK293T, source ATCC catalog CRL3216

#### Authentication

No authentication was applied as these cells are commercially available.

#### Mycoplasma contamination

Cells tested negative for mycoplasma using a sensitive commercial PCR assay (Lookout kit, MP0035)

#### Commonly misidentified lines (See [ICLAC](#) register)

n/a

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

mus musculus, conditional transgenic for EGFR wild type, constitutive loss of Cdkn2a, conditional PTEN lox/lox, and conditional Lox-STOP-lox Luciferase on a mixed background. Both males and females 1:1 ratio of >6 weeks of age were used in these studies.

#### Wild animals

No wild animals were used in this research

#### Field-collected samples

No field-collected samples were used in this research

#### Ethics oversight

All mouse procedures were carried out in accordance with Beth Israel Deaconess Medical Center recommendations for care and use of animals and were maintained and handled under protocols approved by Institutional Animal Care and Use Committee (IACUC).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

#### Population characteristics

Human samples were obtained from glioma patients undergoing debulking resection surgery. 7 males and 6 females, ages ranging from 29 to 70 years old.

#### Recruitment

The human samples used in this study are human subject and protected under IRBs from BIDMC and MGH. Obtained informed consent were obtained under those IRBs. Human samples were de identified. Patients were recruited on basis of their survival surgical needs. There are no self selection bias or any other bias from recruitment as these surgical procedures are life saving and do not impact research.

#### Ethics oversight

BIDMC IRB and MGH IRB.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Cells from tumor tissues were isolated as described in the Methods section. After isolation, cells were analyzed for cell surface or intracellular markers using fluorophore-conjugated antibodies. Antibody staining was performed in 1X PBS and

intracellular staining was performed using the eBioscience FoxP3/TF kit. Cells were stained for 30 min in dark then analyzed by flow cytometry as described in Methods. Compensation was performed using fluorescence minus one.

## Instrument

Beckman Coulter Gallios  
BD LSR Fortessa

## Software

Acquisition software Kaluza (Beckman Coulter Gallios)  
Acquisition software FACSDiva (BD LSR Fortessa)  
Quantification software FlowJo v10.5.3

## Cell population abundance

For scRNAseq CD45+ and CD45- populations were flow sorted and average viability was 66% and 87% respectively. Percent of CD45+ cells ranged between 6.8% to 44% with percent of CD45- 56% to 93.2%.

## Gating strategy

Cells were first gated based on size using Forward and Side scatter, followed by identification of singlets using FSC-H and FSC-A.

To isolate cells for the single cell experiments, freshly dissociated GBM tumor cells were gated as follows for the sorted populations: Non-immune cells (CD45-), Immune cells (CD45+).

For validation and other flow cytometry experiments, freshly dissociated GBM tumor cells were gated as follows for these populations of cells:

EGFR positive cancer cells (CD45-EGFR+),  
Macrophages CD45<sup>high</sup>CD11b+Ly6C-Ly6G-P2ry12-  
Microglia CD45<sup>low</sup>CD11b+Ly6C-Ly6G-P2ry12+  
PMN-MDSCs CD45+CD11b+Ly6c+Ly6G+  
M-MDSCs CD45+CD11b+Ly6c+Ly6G-  
CD8+ T cells CD45+CD3+CD8+CD4-  
CD4+ T cells CD45+CD3+CD4+CD8-  
Regulatory T cells CD45+CD3+CD4+CD8-Foxp3+

Mouse bone marrow cells were gated for the following populations:

GMP: Lin-, Sca1-, CD127-, c-kit+, CD16/32+  
CMP: Lin-, Sca1-, CD127-, c-kit+, CD16/32-  
LK: Lin-, Sca1-, CD127-, c-kit+  
LSK: Lin-, Sca1+, CD127-, c-kit+

Mouse spleen cells were gated as follows:

myeloid cells CD45+CD11b+,  
T cells CD45+CD3+

For human glioma freshly dissociated tumor cells:

PMN-MDSC, neutrophil, granulocyte CD45+; CD11b+; Ly6G+; Ly6C+  
M-MDSC, monocyte CD45+; CD11b+; Ly6G-; Ly6C+  
Tumor associated Macrophages CD45+; CD11b+; Ly6G-; Ly6C-  
CD4 T-cell CD45+; CD3+; CD4+  
CD8 T-cell CD45+; CD3+; CD8+  
CD8 Effector memory T-cell (TEM) CD45+; CD3+; CD8+; CD44+; CD62L-  
CD8 Central memory T-cell (TCM) CD45+; CD3+; CD8+; CD44+; CD62L+  
CD8 Naïve T-cell CD45+; CD3+; CD8+; CD44-; CD62L+  
CD4 Effector memory T-cell (TEM) CD45+; CD3+; CD4+; CD44+; CD62L-  
CD4 Central memory T-cell (TCM) CD45+; CD3+; CD4+; CD44+; CD62L+  
CD4 Naïve T-cell CD45+; CD3+; CD4+; CD44-; CD62L+  
Regulatory T-cell CD45+; CD3+; CD4+; Foxp3+

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

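Bulk RNAseq libraries of EGFR+ cells from 3 mouse GBMs (T3, T4 and T5) were analysed, with 4 sorted populations per tumor (PDGFRA+, PDGFRA-, GAL1+ and GAL1-) and so 3 samples per group and 12 samples in all. The paper's Results describe the sorted cells as CD45-, and its Methods paragraph on the sort names antibodies to EGFR with PDGFR or Galectin-1. The EdU experiment, the single-cell data and the IVY GAP profiles were not analysed here. The pairing of libraries by tumor is taken from the tumor numbers in the sample labels and from Fig. 2h.

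The authors trimmed and filtered reads with fastp, aligned them with STAR in its two-pass mode to mm39, and counted them on exons with featureCounts, with multi-mapping reads counted as fractions. They kept genes with a CPM above 1 in at least 3 samples, normalized with TMM and applied voom. The values the authors deposited are log2 CPM, 18180 genes by 12 samples, with voom's offset of 0.5 on each count. Everything below was computed from those log2 values. Reads were recovered by setting the lowest value of each library to a count of 0, and 41.3% to 59.2% of the recovered values per library were whole numbers. Recovered reads per library ran from 9851175 to 24117541, with medians of 18520302 in PDGFRA+, 12062615 in PDGFRA-, 14741665 in GAL1+ and 22742465 in GAL1- cells. A floor of 3 reads marks the smallest level taken as detected, and it covers counting error only.

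A linear model with a term for each population and the tumor as a block was fitted to all 12 samples with limma 3.58.1 in R 4.3.3, and its moderated test was made with a mean-variance trend (6 residual and 3.49 prior degrees of freedom). Genes with a Benjamini-Hochberg adjusted p under 0.05 over all genes were called. The contrasts were PDGFRA+ with GAL1+, PDGFRA+ with PDGFRA-, GAL1+ with GAL1-, and PDGFRA- with GAL1+ cells, and PDGFRA+ with GAL1- cells for marker lists. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, two-sided, with adjustment over the lists tested in a contrast. The lists are genes the paper names in its text and hand-compiled lists, and some genes the paper names are not reported here. Named genes are those the paper names for this experiment and, in each contrast it reports, the 5 largest positive and 5 largest negative log2 fold changes among called genes with the same direction in all 3 tumors, predicted genes left out. The contrasts, tests, lists, this rule and the alternatives were set before the data were examined, with these exceptions. The PDGFRA+ with GAL1- contrast, the lists read from Fig. 2e, and the alternatives for *Egfr*, *Ptprc*, *Tgfa*, *Hbegf* and the marker lists were added later. So were the tests of a common dilution factor, of neutrophils, of cluster 5 genes and of mature oligodendrocytes, and the oligodendrocyte differentiation list was shortened after it had been analysed. Figures were drawn with matplotlib 3.10.9.

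The fit was tested on simulated data with 18180 genes, of which 200 were changed, in 5 runs. It called 48.4% of the changed genes and 98.2% of those changed 4 fold, and 3.61% of the called genes were not changed. In a contrast with no change it called at most 1 gene, and 1.70% of unchanged lists had a p under the threshold. The simulated genes varied independently of each other, and the unchanged lists were random genes. The 1.70% therefore does not cover lists of genes that vary together. The 200 changed genes are also far fewer than the 6900 called between PDGFRA+ and GAL1+ cells.

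Alternatives were a fit with no block, a fit to the samples of the 2 groups compared, eBayes without a trend or with robust estimation, vooma weights, voom weights on recovered reads, a pseudocount of 1, filters at a log2 CPM above 1 or 3 in at least 3 samples, quantile normalization, centring on the sample median, and leaving out each tumor in turn. For calls, a fold change above 1.5 was added to the adjusted or unadjusted p, and for lists the inter-gene correlation was estimated or a rotation test was used. GO and Reactome enrichment were not repeated, since their gene sets were not used here, and no genome coordinates are given.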

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

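The tests of a single common dilution factor, of neutrophils among the sorted cells, of cluster 5 marker genes and of mature oligodendrocytes were chosen only after the result was seen, as were the comparison of PDGFRA+ with GAL1- cells and the minimum mean log2 fold change of 1 by which marker lists were selected here.

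Marker genes of cell types other than the EGFR+ cancer cells differed between the sorts. Apart from *Csf3r* and *Cxcr2* in the neutrophil list, the paper's text does not name these genes for these libraries. In GAL1+ over GAL1- cells the mean log2 fold change was 4.38 for the pan-leukocyte list, 4.38 for microglia and 5.44 for macrophages. It was 1.48 for neutrophils and 2.71 for endothelial cells, and each list was higher in 3 of 3 tumors. Without *Csf3r* and *Cxcr2* the neutrophil mean was 1.08. In PDGFRA+ over GAL1- cells it was 2.81 for the pan-leukocyte list, 2.92 for microglia, 3.72 for macrophages and 2.16 for endothelial cells, also in 3 of 3 tumors. The pan-leukocyte genes averaged a log2 CPM of 3.37 in GAL1-, 6.18 in PDGFRA+, 6.48 in PDGFRA- and 7.75 in GAL1+ cells. With the preset inter-gene correlation the adjusted p in GAL1+ over GAL1- cells was 2.31e-07 for the pan-leukocyte list and 0.0270 for neutrophils; with the correlation estimated from the data these were 0.320 and 0.347, and neither passed. No explanation was tested for the endothelial genes.

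For the chemokine and immune genes that were higher in GAL1+ than in PDGFRA+ cells, a candidate explanation is leukocytes among the GAL1+ sorted cells. The pan-leukocyte list had a mean log2 fold change of −1.57 in PDGFRA+ over GAL1+ cells, close to the −1.70 of the neutrophil chemotaxis list, as that explanation predicts. T and NK cell genes went the other way, with a mean of 0.47 in PDGFRA+ over GAL1+ cells (7 of 9 genes higher, positive in 3 of 3 tumors, adjusted p = 0.290) and of −0.21 in GAL1+ over GAL1- cells (adjusted p = 0.611). Neither mean passed. The T and NK genes were low, with an average log2 CPM of 1.28 in PDGFRA+ and 0.81 in GAL1+ cells. With leukocyte content as a covariate, the chemotaxis list moved to −0.37 (adjusted p = 0.0587), while the oligodendrocyte differentiation list stayed at 2.29. Population and tumor explain 92.8% of the covariate's variance. A population difference that follows the covariate would shrink as well, so the move cannot be assigned to leukocytes alone. With the covariate, 0 genes were called in this contrast (3836 at an unadjusted p under 0.05). If the leukocyte genes came from admixed cells in a single proportion, their log2 fold changes would share a common dilution factor. Random lists matched on expression were drawn only from genes called lower in PDGFRA+ than in GAL1+ cells, without the pan-leukocyte and chemotaxis genes. The percentiles of SD are therefore relative to genes already called in that direction. The SD over the pan-leukocyte list was 0.094, at percentile 0.02 of these random lists (median 0.389), and for the macrophage list it was at percentile 0.46. The microglia list, with an SD of 0.434, was at percentile 50, and 1 gene, *Sall1*, sets it apart, at −0.29 and a level of 5.06 in GAL1- cells, while the other genes ran from −1.82 to −1.37. This list therefore does not count against a common factor, and the chemotaxis list was at percentile 31.1, which does not separate the alternatives. These SDs are for PDGFRA+ over GAL1+ cells. In GAL1+ over GAL1- cells they were wider, at 0.40 for the pan-leukocyte, 1.08 for the macrophage and 1.55 for the microglia list. In PDGFRA- over GAL1+ cells the pan-leukocyte SD was 0.15. A narrow spread was therefore not shown for comparisons with GAL1- cells. Neutrophil granule genes outside the paper's list had a mean of −1.33 over 6 genes in PDGFRA+ over GAL1+ cells, lower in PDGFRA+ cells of 3 tumors. Neutrophils among the sorted cells would also give this. Averaged over the 6 genes, the level was 0.85 log2 CPM in PDGFRA+ and 2.19 in GAL1+ cells. Single genes ranged from −1.37 for *Ltf* in PDGFRA+ cells to 4.91 for *Mmp9* in GAL1+ cells.

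A difference in depth was tested by thinning all libraries to 9850622 reads, and the chemotaxis list kept a mean of −1.74, so depth does not account for it. Swapped sample labels were tested with the sort markers, and *Pdgfra* or *Lgals1* was higher in its positive sort in 6 of 6 pairs of tumor and marker. Sex genes also matched within tumors: *Xist* was between 10.99 and 11.32 log2 CPM in the 4 sorts of T5 and at most −1.15 in those of T3 and T4. The genes labelled for cluster 5 in Fig. 2e other than *Lgals1* had a mean of −0.26 over 24 genes in PDGFRA+ over GAL1+ cells. This was at percentile 3.24 of random lists matched on expression and drawn from all other genes, inside their central 95%. With *Lgals1* the list had a mean of −0.28 over 25 genes and passed in camera (adjusted p = 0.0275; 0.486 with the inter-gene correlation estimated), and its mean was 0.21 in T5, the other direction.

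Leukocytes, or their RNA, in the GAL1+ sort may account for part or all of the chemokine difference. The mean of −1.57 for the pan-leukocyte list goes the same way. T and NK cell genes did not, but at their low level and without a passing test they cannot exclude these cells. The leukocyte explanation remains a hypothesis found and tested on the same data. The libraries cannot tell it apart from cancer cells that transcribe the chemokine genes. The paper itself reports, from separate measurements, that most cytokines were higher in CD45+ than in CD45- cells (Fig. 4a).

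Mature oligodendrocyte genes were lower in PDGFRA+ than in PDGFRA- cells, with a mean log2 fold change of −1.51 over 12 genes, 11 of them lower, and the mean lower in 3 of 3 tumors (adjusted p = 1.03e-11; 0.147 with the inter-gene correlation estimated and 0.0241 in the rotation test). In this contrast 0 single genes passed an adjusted p under 0.05, and 2137 had an unadjusted p under 0.05. In GAL1+ over GAL1- cells the same list had a mean of −1.17, lower in 3 of 3 tumors. Oligodendrocytes among the PDGFRA- sorted cells are a candidate explanation, since *Olig1*, *Olig2* and *Pdgfra* went the other way. *Nkx6-2* and *Sox8*, of the same oligodendrocyte differentiation list as *Olig1* and *Olig2*, were lower in PDGFRA+ cells of 3 of 3 tumors (log2 fold changes −1.61 and −0.16). The value of −1.51 is the pattern itself and cannot tell such cells apart from maturing cancer cells. The paper describes a single final pool of libraries for sequencing in this experiment; batches of sorting and library preparation were not tested.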

How the results depend on the processing

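All alternatives but those for the marker lists and for *Egfr*, *Ptprc*, *Tgfa* and *Hbegf* were set in advance. The count-based quasi-likelihood alternative was not run, since at most 59.2% of recovered values in a library are whole reads, and robust eBayes and voom weights do not enter the list tests. A filter at a log2 CPM above 3 leaves 1 gene of the T and NK list. Causes were not tested for any change below.

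With no replicate block, the called genes were 3154 against 6900 with the block in PDGFRA+ against GAL1+ cells and 725 against 3652 in PDGFRA- against GAL1+ cells; GAL1+ against GAL1- cells gave 8392 against 10578. Fitted to the 2 groups alone, PDGFRA- against GAL1+ cells gave 1893. An unadjusted p under 0.05 with a fold change above 1.5 gave 1357 genes in PDGFRA+ against PDGFRA- cells, where every other alternative gave 0 (640 to 2783 at an unadjusted p under 0.05). With each tumor left out, the counts were from 2110 to 4863 for PDGFRA+ against GAL1+, from 8071 to 8478 for GAL1+ against GAL1-, and from 0 to 3647 for PDGFRA- against GAL1+ cells, where the 0 came with T4 left out (3649 at an unadjusted p under 0.05).

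Centring each sample on its median moved the median log2 fold change of all genes in PDGFRA+ over GAL1+ cells from 0.01 to −0.15, and the share of called genes that were higher from 55.1% to 40.8%; in PDGFRA- over GAL1+ cells the median moved from 0.03 to −0.11 and the share from 65.6% to 46.9%. Without the block these shares were 70.2% and 85.4%, and with T3 left out 85.9% and 95.7%. All 6 lists in PDGFRA+ against GAL1+ cells kept their direction under each scaling.

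With the inter-gene correlation estimated from the data no list passed: means stayed at −1.70, 2.31, −0.48, −1.09 and 1.37 (adjusted p = 0.191) and −0.44 (0.305) in PDGFRA+ over GAL1+, −0.51 and 0.37 (0.367) in PDGFRA+ over PDGFRA-, and 4.63 and −2.76 (0.120) in GAL1+ over GAL1- cells. The rotation test also failed −0.51 and 0.37 in PDGFRA+ over PDGFRA- cells (0.309). Over the other 12 alternatives the highest adjusted p was 0.000674 for the lists of PDGFRA+ against GAL1+ cells, 9.18e-05 for those of GAL1+ against GAL1- cells and 0.0283 for the oligodendrocyte list of PDGFRA+ against PDGFRA- cells. The chemotaxis list of PDGFRA+ over PDGFRA- cells ranged from −1.07 to −0.12 with a tumor left out, and its adjusted p over all alternatives from 2.13e-07 to 0.528.

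*Lgals1* in PDGFRA+ over GAL1+ cells was −0.65 after quantile normalization (adjusted p = 0.0602) and from −1.16 to −0.47 with a tumor left out; its adjusted p ranged from 0.00373 to 0.175. *Pdgfra* in PDGFRA+ over PDGFRA- cells passed under none (0.171 to 0.977). The correlation of the PDGFRA+ over PDGFRA- with the GAL1+ over GAL1- log2 fold changes ranged from −0.628 to −0.106 with a tumor left out. The share of PC1 was 70.2% for the 500 most variable genes, 47.8% at unit variance, 65.4% with a pseudocount of 1, and from 61.3% to 66.0% with a tumor left out.

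These signs reversed. The T and NK list was −0.61 in PDGFRA+ over GAL1+ and 1.24 in GAL1+ over GAL1- cells with the filter at a log2 CPM above 3, and from −0.66 to 0.25 in the latter with a tumor left out. In PDGFRA+ over PDGFRA- cells, ranges with a tumor left out were −0.90 to 0.11 for macrophage, −0.53 to 0.72 for microglia, −0.14 to 0.23 for endothelial, −0.50 to 0.24 for cluster 5 and −1.01 to 0.12 for pan-leukocyte genes; −0.87 to 0.67 for *Ccl12* (−0.060 with voom weights), −0.83 to 0.23 for *Csf3r*, −0.94 to 0.45 for *Ccl9*, −0.32 to 0.52 for *Ccl6* and −0.78 to 0.65 for *Hbegf*. *Hbegf* was −0.12 in PDGFRA+ over GAL1+ cells after median centring and from −0.26 to 0.36 with a tumor left out, and from −0.36 to 0.12 in GAL1+ over GAL1- cells.

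Of 1310 values for 95 named gene results, 1246 kept direction and side of the threshold, 37 became weaker, 16 stronger and 11 reversed; of 462 values for 33 marker list results, these were 393, 55, 5 and 9. At least 1 library of the lower group was at or under 3 reads for *Nkx6-2*, *Hhip*, *Fam189a1*, *Ttc9b*, *Krt80*, *F9*, *Ccdc154*, *Aldh3b3*, *Ccl8*, *Ccl24*, *Clec4a2*, *Chst5* and *Aspdh*, which limits their fold changes.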

Differences from the paper's values

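The paper states that genes of neutrophil chemotaxis are enriched among genes that differ in PDGFRA- cells. Here 0 genes passed an adjusted p under 0.05 between PDGFRA+ and PDGFRA- cells (2137 at an unadjusted p under 0.05). The paper's text does not state the threshold by which it called genes in this experiment, so its calls may rest on another threshold. It also describes voom's weights, which the main fit here did not use. With voom weights on recovered reads the count here was also 0. Of the alternatives set in advance, only an unadjusted p under 0.05 with a fold change above 1.5 called genes, 1357 in all, and among them were 4 of the 12 chemotaxis genes the paper names for GAL1+ cells, *Ccl24*, *Cxcl2*, *Cxcl3* and *Cxcr2*, all lower in PDGFRA+ cells. Their list as a whole had a mean log2 fold change of −0.51 in PDGFRA+ over PDGFRA- cells, in the direction the paper states, and of 0.59 in T4, in the other direction. Neutrophil markers, which share *Csf3r* and *Cxcr2* with it, had a mean of −0.85 (camera, adjusted p = 0.000123). T and NK genes had −0.61 (adjusted p = 0.00239), and these 2 lists were lower in 3 of 3 tumors. Pan-leukocyte and macrophage lists (−0.30 and −0.25, adjusted p = 0.147 and 0.220) were higher in T4, and the microglia list had 0.25.

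The paper names *Ccl8* and *Ccl9* among the genes higher in GAL1+ than in PDGFRA+ cells. Both were lower in PDGFRA+ cells of 3 of 3 tumors, by log2 fold changes of −1.55 and −1.64, with adjusted p of 0.0513 and 0.0539, which do not pass 0.05. Each passed under 8 of 14 alternatives, with adjusted p over all 14 from 0.00389 to 0.313 for *Ccl8* and from 0.00488 to 0.262 for *Ccl9*. Both passed with the 2 groups alone, vooma weights, voom weights on recovered reads, a pseudocount of 1, the filter at a log2 CPM above 3, centring on the median, and T4 left out. The paper's methods include voom's weights, and its text states no threshold for these calls. With voom weights on recovered reads limma's adjusted p was 0.00430 for *Ccl8* and 0.0140 for *Ccl9*. *Ccl8* also passed with the filter at a log2 CPM above 1, and *Ccl9* with quantile normalization. An unadjusted p under 0.05 with a fold change above 1.5 also calls both.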

Other observations

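In this part the lists read from Fig. 2e were chosen only after some results were seen; the tests of splits and of the ribosomal protein genes were not.

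Each comparison of 3 with 3 libraries has 10 splits, 4 of which part the libraries of all 3 tumors; the other six part those of 1 tumor. Among the 4, only 1, the real split, gave as many called genes in PDGFRA+ against GAL1+, GAL1+ against GAL1- and PDGFRA- against GAL1+ cells, where the others gave 0 (at most 293, 251 and 1838 at an unadjusted p under 0.05). In PDGFRA+ against PDGFRA- cells all 4 gave as many, each 0, and another split had 2999 genes at an unadjusted p under 0.05 against 2137 for the real one. The mean of each list in PDGFRA+ against GAL1+ and GAL1+ against GAL1- cells was as large in 1 of the 4 splits, the real one. In PDGFRA+ against PDGFRA- cells this was 2 of 4 for the chemotaxis list and 1 of 4 for the oligodendrocyte list. With 4 splits no share can fall under 0.05, so these counts cannot exclude chance.

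The ribosomal protein genes, lower in PDGFRA+ than in GAL1+ cells, were set against random lists matched on transcript length and expression to test short transcripts as the source. Their mean of −0.44 lay at percentile 0.08 (median of the random lists −0.20), so short transcripts do not account for all of it; all 77 genes had a length. With leukocyte content as a covariate the mean was −0.12 and still passed (adjusted p = 0.0139), and since population and tumor explain most of that covariate, how much of the pattern comes from leukocyte content cannot be told.

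*Tgfa* was higher in PDGFRA+ than in GAL1+ cells (log2 fold change 1.58, adjusted p = 0.00251, 3 of 3 tumors), and *Hbegf* did not differ detectably (0.04, adjusted p = 0.947, higher in 2 of 3 tumors). *Egfr* was higher in PDGFRA+ than in GAL1+ cells by 1.77 (adjusted p = 0.00370) and lower in GAL1+ than in GAL1- cells, by −2.10 (adjusted p = 0.000461), in 3 of 3 tumors each. Reads were aligned to the mouse genome, while the GBMs overexpress human EGFR. How far the *Egfr* values measure the human transgene cannot be told here.

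A hand-compiled list of 23 hypoxia genes had a mean log2 fold change of −0.46 in PDGFRA+ over GAL1+ cells (adjusted p = 0.00248, 3 of 3 tumors), and 23 proliferation genes of 0.40 (adjusted p = 0.00292, 3 of 3 tumors). Without the block the proliferation list did not pass in camera (adjusted p = 0.0944), and the hypoxia list did (0.00187). The genes labelled for cluster 0 in Fig. 2e had a mean of 1.83 (adjusted p = 2.19e-10, 3 of 3 tumors). With the inter-gene correlation estimated from the data none of these passed (adjusted p = 0.385, 0.486 and 0.385). In PDGFRA+ over PDGFRA- cells the proliferation list had a mean of 0.60, from 0.17 in T3 to 0.82 in T5, with all 23 genes higher. In that contrast 0 single genes passed an adjusted p under 0.05.

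In GAL1+ over GAL1- cells the largest called log2 fold changes were those of *Ccl8* at 7.99, *Arg1* at 7.96, *F13a1* at 7.67, *Clec4a2* at 7.20 and *Msr1* at 7.14; *Clec4a2* was at or under 3 reads in 2 of 3 GAL1- libraries and *Ccl8* in 1. The most negative were *Ttc9b* at −3.93, *Hhip* at −3.92, *Chst5* at −3.86, *Dll3* at −3.70 and *Aspdh* at −3.68, with *Aspdh* at or under 3 reads in 2 of 3 GAL1+ libraries. Between PDGFRA+ and GAL1- cells 1504 genes were called, 1502 higher and 2 lower in PDGFRA+ cells.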
